# Induction of the CtsR regulon improves Xylanase production in *Bacillus subtilis*

**DOI:** 10.1186/s12934-023-02239-3

**Published:** 2023-11-09

**Authors:** Biwen Wang, Frans van der Kloet, Leendert W. Hamoen

**Keywords:** *Bacillus*, Xylanase, Secretion, RNA-seq, *ctsR*, Clp chaperones

## Abstract

**Background:**

The bacterium *Bacillus subtilis* is extensively used for the commercial production of enzymes due to its efficient protein secretion capacity. However, the efficiency of secretion varies greatly between enzymes, and despite many years of research, optimization of enzyme production is still largely a matter of trial-and-error. Genome-wide transcriptome analysis seems a useful tool to identify relevant secretion bottlenecks, yet to this day, only a limited number of transcriptome studies have been published that focus on enzyme secretion in *B. subtilis*. Here, we examined the effect of high-level expression of the commercially important enzyme endo-1,4-β-xylanase XynA on the *B. subtilis* transcriptome using RNA-seq.

**Results:**

Using the novel gene-set analysis tool GINtool, we found a reduced activity of the CtsR regulon when XynA was overproduced. This regulon comprises several protein chaperone genes, including *clpC*, *clpE* and *clpX*, and is controlled by transcriptional repression. CtsR levels are directly controlled by regulated proteolysis, involving ClpC and its cognate protease ClpP. When we abolished this negative feedback, by inactivating the repressor CtsR, the XynA production increased by 25%.

**Conclusions:**

Overproduction of enzymes can reduce the pool of Clp protein chaperones in *B. subtilis,* presumably due to negative feedback regulation. Breaking this feedback can improve enzyme production yields. Considering the conserved nature of Clp chaperones and their regulation, this method might benefit high-yield enzyme production in other organisms.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12934-023-02239-3.

## Background

Owing to its superior enzyme secretion capacity and safe use, the bacterium *Bacillus subtilis* and its close relatives are extensively employed for the industrial-scale production of enzymes for the detergent, food, paper and pharmaceuticals industries [1–4]. Many genetic strategies have been applied to optimize *B. subtilis* strains for the production of heterologous proteins, including the use of strong promoters, optimizing ribosomal binding sequences, and inactivating its main extracellular proteases [5–9]. This is generally followed by screening for optimal secretion signal peptides [10, 11], and sometimes by increasing the level of certain protein chaperones, such as the cytoplasmic chaperone DnaK or the extra-cytoplasmic chaperone PrsA [12, 13]. However, the range of enzymes that can be produced by *B. subtilis* at high levels is still limited and the yields vary largely [1, 14]. Since production bottlenecks are generally enzyme specific, the use of genome-wide transcriptome analyses is a powerful method to identify them. Nevertheless, there are only a limited number of published transcriptome studies that focus on identifying bottlenecks in the production of commercial enzymes by *Bacillus* species [15–20]. One of the main secretion stress markers observed in these studies is the upregulation of the membrane associated quality control proteases HtrA/B [15–18, 21]. However, removing HtrA/B generally lowers the secretion capacity for both native and heterologous proteins [22, 23], and as far as we know, none of these studies has led to modifications resulting in improved secretion. Here, we used RNA-seq analysis to reveal possible limiting steps in the overproduction of the commercially relevant secreted endo-1,4-β-xylanase XynA by *B. subtilis*.

XynA is an endogenous 23 kDa secreted protein that catalyses the hydrolysis of 1,4-β-d-xylosidic linkages in xylans [24, 25]. The enzyme is used in many processes, including bleaching of wood pulp in the paper industry, desizing and bioscouring in the textile industry, improving dough quality in the bakery industry, and as food additive to poultry [26]. We performed RNA-seq on XynA overexpressing cells collected from different growth phases and applied an in-house developed software tool, Gintool, to facilitate gene set enrichment analysis, respecting the directionality of the regulon-gene interactions [27]. This revealed an unexpected downregulation of Clp protein chaperones. Inducing the expression of these chaperones increased the production of XynA by 25%.

## Results

### Conditions for RNA-seq analysis

To ensure that the RNA-seq analysis was performed under relevant conditions, we first measured the accumulation of XynA in the medium during culturing of the *B. subtilis* production strains. The native *xynA* gene was removed by means of a marker-free clean deletion procedure [28], to ensure that the negative control strain does not produce any XynA. Overexpression of XynA was achieved by cloning *xynA* in the multicopy expression plasmid pUB110 behind the strong *amyQ* promoter, and with its own (native) signal peptide [29, 30]. As a negative control we used the same plasmid lacking the *xynA* gene. The strains were grown in nutrient-rich LB medium at 37 °C in the presence of 50 μg/mL kanamycin to maintain the plasmid. Samples were taken at regular time points during growth and the xylanase activity in the medium was measured by a fluorescence-based enzyme activity assay. As shown in Fig. 1a, the overexpression of XynA does not affect the growth rate, and XynA started to accumulate in the medium halfway during the logarithmic growth phase and peaked approximately 1 h after the transition to the stationary phase of growth (Fig. 1b). Production continued for approximately another 6 h. For the RNA-seq analysis, the culture was sampled at 3 h (T1, OD_600_ ~ 0.8) and 6 h (T2, OD_600_ ~ 4).

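RNA was sequenced from the XynA-producing strain BWB09/pCS58 (Xyn) and from the control strain BWB09/pBW17 (Emp), which carries the plasmid without xynA. Each strain gave 2 replicate libraries, i and ii, at each time, which makes 8 libraries in the 4 groups Emp3h, Xyn3h, Emp6h and Xyn6h. Most ribosomal RNA was removed before the strand-specific libraries were made. The authors trimmed the reads with Trimmomatic, aligned them with Bowtie2, counted them per gene with featureCounts and deposited the counts of 4421 genes without normalization. The counts summed to 3327840 and 3254323 in Emp3h replicates i and ii, to 4139086 and 3687463 in Xyn3h, to 2432337 and 2128508 in Emp6h, and to 2582938 and 2889216 in Xyn6h. These sums, counted on genes, are below the number of reads per library that the methods aim for. rRNA genes held between 0.557% and 1.34% of the counts. The 10 highest genes held 10.3% to 13.1% of them at 3 h and 19.3% to 26.1% at 6 h. A count of 3, the limit that a count of 0 allows, corresponds to between 0.699 and 2.02 CPM (counts scaled to 1e+06 per library), and this limit covers counting error only.

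Xyn was compared with Emp at each time by edgeR's quasi-likelihood test on the deposited counts. All 8 libraries entered one model of the 4 groups, which shares its estimate of the spread between replicates because each group has 2. The test covered the 4246 genes that passed edgeR's filter on low counts, and library sizes were scaled by edgeR's TMM method. The TMM factor was 0.699 in Emp6h replicate ii and between 0.978 and 1.20 in the other libraries, so the 6 h values depend on how that library is scaled. The spread between replicates over all genes, given as the biological coefficient of variation, was 28.6%.

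The deleted gene xynA (BSU18840 in the files) had 1 and 4 counts in Emp3h and 7 and 2 counts in Emp6h, against 14048 and 12109 in Xyn3h and 24025 and 28735 in Xyn6h. Its log2 fold change was 12.02 at 3 h (standard error 0.68, adjusted p = 4.64e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 12.13 at 6 h (standard error 0.67, adjusted p = 3.55e-05), each resting on few counts in Emp. The gene amyE (BSU03040), which is also deleted in BWB09, had 7 to 11 counts in the 3 h libraries and 9 to 35 in the 6 h libraries, and how much of it was deleted was not determined here, since the flanking primers in Table S4 were not placed on a genome sequence.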

**Fig. 1:**
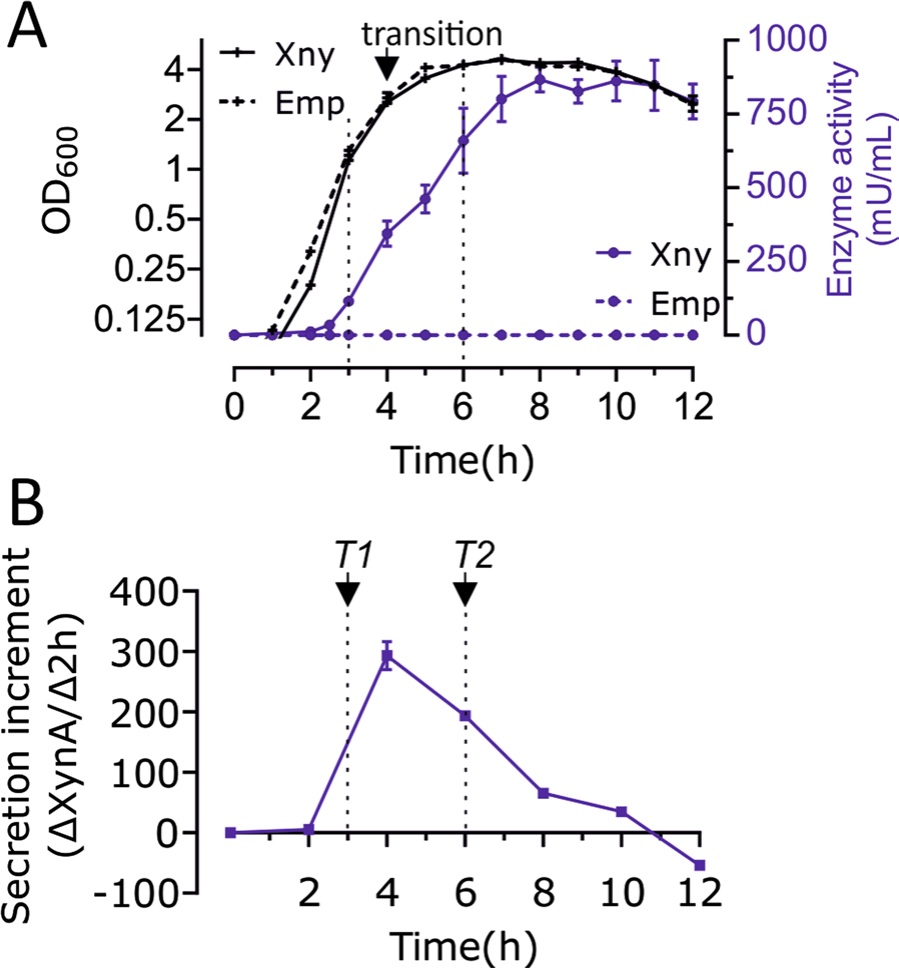
Xylanase production profile in *B. subtilis*. **A** Enzyme activity and growth curve of the BWB09/pCS58 (Xny) and control BWB09/pBW17 (Emp) strains. The arrow indicates the transition from log to stationary phase. **B** Enzyme secretion dynamics during growth, indicated by the enzyme activity change (Δ mU/mL) every 2 h. Sample times for RNA isolation are indicated by arrows (T1 is OD_600_ ~ 0.8 at 3 h, T2 is OD_600_ ~ 4.0 at 6 h)

### Downregulation of the SRP RNA subunit

The RNA-seq data are based on two independent biological replicates. 

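Over the 500 genes that varied most among the 8 libraries, on a scale of log2 CPM with a prior count of 2, the first principal component (PC1) held 93.8% of the variance and the second (PC2) 3.01%. PC1 scores lay between -55.6 and -47.3 in the 3 h libraries and between 48.2 and 56.9 in the 6 h libraries. With all 4246 genes tested instead of the 500, PC1 held 83.5% of the variance, the largest change among the alternatives tried. On PC2 the Emp libraries lay above the Xyn libraries of the same time. The scores were 4.48 and 8.79 in Emp3h against -9.47 and -2.87 in Xyn3h, and 4.05 and 15.6 in Emp6h against -13.2 and -7.44 in Xyn6h. At 6 h the Emp replicates lay about as far from each other on PC2 as Emp6h replicate i lay from the nearer Xyn6h library. The replicates were also compared gene by gene. The number of genes more than 4-fold apart between replicates was 68 in Emp3h, 88 in Xyn3h, 349 in Emp6h and 13 in Xyn6h.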

A principal component analysis (PCA) shows that the samples cluster primarily based on sampling time (Fig. 2a), which is not surprising considering the large differences between logarithmic and stationary growth phases in which the 3 h and 6 h samples were collected, respectively. The distribution of up- and downregulated genes is presented in the volcano plots of Fig. 2b, c, and shows that XynA overproduction changes the expression of a substantial number of genes, especially in the stationary phase. 

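At 3 h, 115 of the 4246 genes tested (2.71%) had an unadjusted p under 0.05, 42 of them higher and 73 lower in Xyn. At 6 h there were 266 such genes (6.26%), 33 higher and 233 lower. If no gene had changed, 212.3 genes would pass this threshold on average. After Benjamini-Hochberg adjustment of edgeR's p over all genes tested, xynA was the only gene under 0.05 at either time, and the next lowest adjusted p was 1.00 at 3 h and 0.209 at 6 h. DESeq2's Wald test gave 1 gene with an adjusted p under 0.05 at 3 h and 72 at 6 h. With the replicate number as a block, edgeR gave 1 at 3 h and 16 at 6 h. Whether these numbers pair the cultures is not stated. Adjusted counts with a library left out are not set beside these, since a group of 1 library takes its spread from the other groups. Without an Emp6h library this understates the spread, since the Emp6h replicates lay furthest apart (349 genes more than 4-fold apart). On simulated counts with the depth and spread of these libraries, edgeR gave an adjusted p under 0.05 to 2.5% of genes changed 2-fold and 96.5% of genes changed 4-fold at 3 h, and to 0.5% and 91% of them at 6 h, so most changes of about 2-fold were not detectable by edgeR at this depth and number of replicates after adjustment.

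The number of genes at 6 h depended on single libraries. Without Emp6h replicate i it was 1186, without Emp6h replicate ii 461, without Xyn6h replicate i 114 and without Xyn6h replicate ii 176. The excess of lower genes at 6 h also depended on the scaling of the libraries. With total counts as library sizes, a setting chosen after the data were seen, 199 genes were higher and 181 lower, and without Emp6h replicate ii 290 were higher and 171 lower. Lower genes stayed in excess with median-ratio size factors, with 31 higher and 226 lower, and without Emp6h replicate i, with 363 higher and 823 lower. The median log2 fold change over all genes tested was 0.0063 at 3 h and -0.042 at 6 h, and with total counts as library sizes the 6 h median rose to 0.14. At 3 h the number of genes was 61 without Xyn3h replicate i, 219 without Emp3h replicate i, 209 without Xyn3h replicate ii, 205 without Emp6h replicate i and 203 without Emp6h replicate ii. The excess of lower genes at 3 h was not seen without Emp3h replicate ii, where the direction turned. It was also not seen without Xyn3h replicate ii, where higher and lower genes were about equal in number. Lower genes stayed in excess at 3 h in all other settings tried.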

When a *p*-value < 0.05 was used as threshold, 102 and 233 differentially expressed genes were identified in the log phase and stationary phase samples, respectively. 

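DESeq2, the authors' tool, was also run on the deposited counts of all 8 libraries. It gave 105 genes with an unadjusted p under 0.05 at 3 h, 36 higher and 69 lower in Xyn, and 238 genes at 6 h, 28 higher and 210 lower. The authors' deposited table of comparisons holds the same numbers of genes, which are above the 102 and 233 that the paper gives. The rule that leaves out the others was not found. The log2 fold changes of that table differed from a DESeq2 fit with shrunken fold changes by at most 2.39e-09 at 3 h and 2.31e-08 at 6 h. Of the genes in the authors' deposited table under this threshold, 91 at 3 h and 218 at 6 h were also under it in edgeR's test. In 110 of the genes edgeR called at 3 h and 262 of those it called at 6 h, both Xyn libraries lay on the same side of both Emp libraries. Over all genes tested, 32.8% at 3 h and 26.6% at 6 h were separated in this way, against 33.3% by chance with 2 libraries in each group.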

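In edgeR's test, 22 genes had an unadjusted p under 0.05 at both times. Of these, 3 were higher in Xyn at both times and 19 lower at both, and 0 changed in opposite directions. If the calls at both times were independent, 7.20 shared genes would be expected. They are not, because both rest on the same estimate of each gene's spread, so more genes can be shared by chance. The excess is therefore no evidence of a shared response, and xynA is among the shared genes. The authors' deposited table holds 25 genes under this threshold at both times. The shared number was 73 without Emp6h replicate i, 42 without Xyn3h replicate ii, 35 without Emp3h replicate i, 14 without Emp3h replicate ii, 9 without Xyn6h replicate ii and 8 without Xyn6h replicate i. A call at one time and not at the other does not show that the effect differs between the times, and this was tested by the interaction of strain and time. By edgeR, 0 genes had an adjusted p under 0.05 for this interaction and 116 an unadjusted one, and by DESeq2 0 and 115. The fit without Emp6h replicate ii called some genes by edgeR, but it takes the spread of Emp6h from the other groups. Of the 93 genes called at 3 h only and the 244 called at 6 h only, 102 in all had an unadjusted p under 0.05 for the interaction.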

Only 25 of these genes were affected in both time points (Fig. 2d). To focus on the most relevant genes, we further applied a threshold of twofold change for the 3 h time sample, and < -3 or > 3-fold change for the 6 h sample. These genes are listed in Tables 1 and 2, respectively (for a list of all genes, see Additional file 1: Table S1).

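With these thresholds on edgeR's fold changes, 75 genes at 3 h were changed at least 2-fold with an unadjusted p under 0.05, 33 higher and 42 lower in Xyn. At 6 h, 65 genes were changed at least 3-fold, 3 higher and 62 lower. At 3 h the number was 42 without Xyn3h replicate i, 141 without Xyn3h replicate ii and 152 without Emp3h replicate i. The 3 h direction turned without Emp3h replicate ii, with 43 higher and 7 lower, and without Xyn3h replicate ii, with 84 higher and 57 lower. At 6 h it was 329 without Emp6h replicate i, and 278 of those genes were higher in Xyn, so the predominance of lower genes at this threshold was not seen without that library.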

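Apart from xynA, Table 1 lists 73 genes, 28 of which were higher and 45 lower in Xyn at 3 h in the counts. Both Xyn3h libraries lay on the same side of both Emp3h libraries in 61 of them. By edgeR, 63 of the 73 genes had an unadjusted p under 0.05 and 0 an adjusted p under 0.05, and by DESeq2 73 and 0. Without Xyn3h replicate i, 29 of the 73 genes had an unadjusted p under 0.05 by edgeR and 16 no longer changed at least 1.5-fold in the same direction. Without Emp3h replicate ii these numbers were 25 and 10. Table 2 lists 64 genes besides xynA, 10 higher and 54 lower in Xyn at 6 h, and the libraries were separated in 63 of them. By edgeR, all 64 had an unadjusted p under 0.05 and 0 an adjusted one, with a lowest adjusted p of 0.209, whereas DESeq2 gave an adjusted p under 0.05 to 43. With the replicate number as a block, edgeR gave an adjusted p under 0.05 to 9 of the 64. Without Emp6h replicate i, 45 of the 64 genes had an unadjusted p under 0.05 by edgeR, and 9 no longer changed at least 1.5-fold in the same direction. These genes were chosen on the same libraries, so their separation here is not independent evidence.

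Which library carried a change differed between groups of genes. The 6 pyrimidine biosynthesis genes of Table 1 (pyrAA, pyrAB, pyrD, pyrE, pyrF and pyrK) were higher in both Xyn3h libraries than in both Emp3h libraries, with a mean log2 CPM of 5.88 and 6.63 in Xyn3h replicates i and ii against 5.23 and 4.18 in Emp3h. Their mean log2 fold change of 1.51 became 2.26 without Emp3h replicate i and 1.04 without Xyn3h replicate ii.

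**Figure D1:**
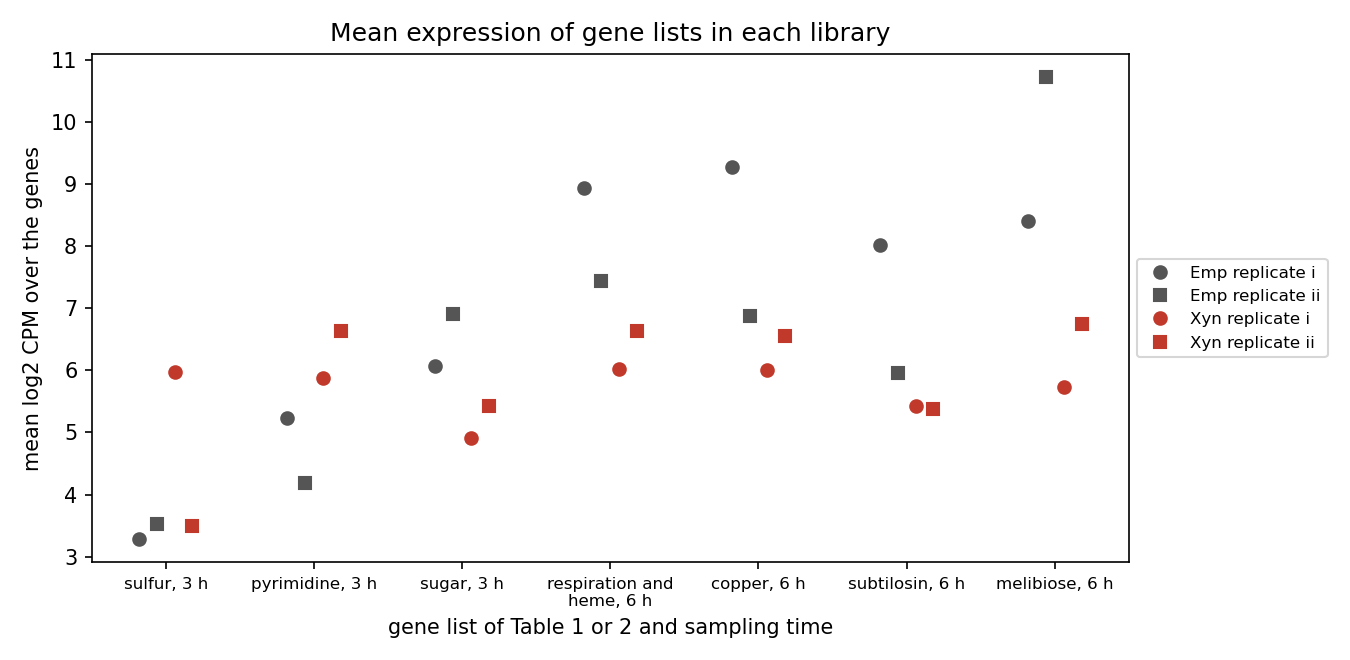
Mean log2 CPM of 7 groups of genes from Tables 1 and 2 in each library, on the y axis, with the groups and their sampling time on the x axis. Grey points are Emp and red points Xyn libraries, circles are replicate i and squares replicate ii. The sulfur genes stand at 5.98 in Xyn3h replicate i and at 3.28 to 3.52 in the other 3 h libraries, and the copper genes at 9.27 in Emp6h replicate i and at 6.01 to 6.88 in the other 6 h libraries.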

**Fig. 2:**
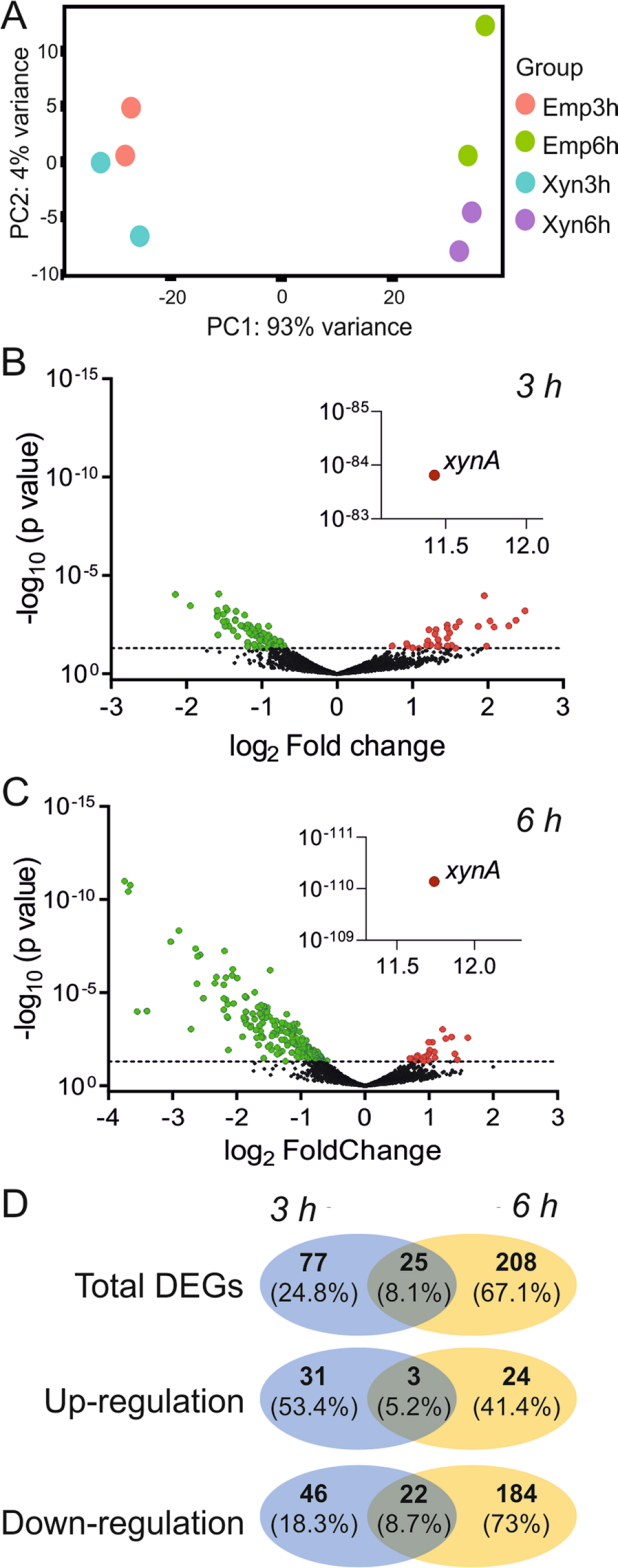
Global comparison of RNA-seq data of XynA overexpressing *B. subtilis* cells. Data from secreting (Xyn) and control strains containing the empty plasmid (Emp) at logarithmic growth (3 h) and stationary growth (6 h) are compared. **A** Principal component analysis (PCA) of the two biological replicates. Emp3h and Emp6h are RNA-seq samples of the control strain containing empty plasmid sampled at 3 and 6 h of growth, while Xyn3h and Xyn6h are RNA-seq samples of the Xyna secreting strain. The largest sample variation is caused by different growth phases (PC1, 3 h vs. 6 h), and the difference between the timepoints in PC1 is consistent for both the Xyn and Emp samples. **B**, **C** Volcano plots of differentially expressed genes (DEGs) induced by XynA overexpression (BWB09/pXynA vs. BWB09/pEmp) at 3 h and 6 h. The dashed line indicates a *p*-value of 0.05. Significantly up- and downregulated genes (*p*-value < 0.05) are colored in red and green respectively. **D** Venn diagrams with the number of significant up- and downregulated genes (*p*-value < 0.05) affected by the stress of XynA secretion at 3 h (in blue) and 6 h (in yellow)

**Table 1:** Genes showing more than twofold expression difference at 3 h growth

FC 3 h	FC 6 h	Gene(s)	Operon	Regulon	Function
2800	3400	*xynA*			Endo-1,4-beta-xylanase
5.6/3	1.4/− 1.0	*yxeK,N,M,O,Q,snaB, sndB*	*yxeK (7)*	CymR 100%↓	Uptake, utilization, detoxification S-(2-succino) cysteine
5.2	1.1	*yvdE*	*yvdE (9)*		Unknown
3.9	1.4	*sndA*	*snaA (12)*	CymR 100%↓	Utilization of S-methyl-cysteine
3.9/3	1.4/− 1.1	*cysH,P,C,sat,ylnD*	*cysH (7)*	CymR 100%↓	Sulfate uptake & reduction
3.1/2.3	1.2/− 1.4	*pyrAA,AB,D,E,F,K*	*pyrR (10)*	PyrR 0%-80%	Pyrimidine biosynthesis
3.0	1.5	*yeeG*			Unknown
3.0	1.1	*tcyP*		CymR 100%↓	Cystine (cysteine dimer) uptake
2.7	1.4	*spoVID*	*spoVID (2)*	SigE 96%↑	Spore coat assembly
2.6	1.8	*dppB*	*dppA (5)*	CodY 91%↓	Dipeptide transporter subunit
3	1.3	*nupO*	*nupN (4)*	CodY 91%↓	Uptake of guanosine
3	− 1.1	*putB*	*putB (3)*	PutR 100%↑	Proline dehydrogenase
2.1	1.1	*rhiL*	*rhiL (4)*		Uptake of rhamnose oligosaccharides
2.0	2.1	*leuB*	*ilvB (7)*	CcpA 87%↑	Biosynthesis of leucine
− 4.4	− 8.2	*melR*	*melR (5)*	MelR 100%↑	repressor melibiose utilization operon
− 3.9	− 13.4	*clpE*		CtsR 100%↑	AAA unfoldase
− 3.0	− 2.0	*iseA*		WalR 100%↑	Inhibitor of autolysins
− 3.0/− 3	− 1.7/− 1.2	*rbsA,B,C,D,K,R*	*rbsR (6)*	CcpA 87%↑	Ribose uptake
− 3.0/− 2.4	− 1.4	*yyzE,bglA*	*bglA (2)*		Beta-glucoside utilization
− 3.0/− 2.3	− 1.7/− 1.4	*licA,B,C,H*	*licB (4)*	LicR 100%↓	Lichenan uptake and phosphorylation
− 2.8/− 2.1	− 1.4/− 1.2	*araA,B,D,L,M,N,abfA*	*araA (9)*	AraR 100%↑	Arabinose utilization
− 2.8	− 1.1	*glpD*		GlpP 100%↓	Glycerol-3-phosphate dehydrogenase
− 3	− 1.6	*ywsB*		SigB 100%↓	General stress protein
− 2.4/− 2.1	1.5/1.3	*khtT,U,S*	*khtS (3)*		Potassium ion efflux
− 2.3/− 2.1	− 1.5/− 1.3	*gntK,R*	*gntR (4)*	GntR 100%↑	Gluconate utilization
− 2.3	1.4	*mrgA*	*yusZ (2)*	PerR 100%↑	Protecting against oxidative killing
− 2.3	− 1.2	*ylbP*			Unknown
− 2.3	− 2.7	*yerA*	*yerA (3)*	CcpA 87%↑	Similar to adenine desaminase
− 2.2/− 2.0	− 2.6/− 2.0	*ctsR, mcsA,B,clpC*	*ctsR (6)*	CtsR 100%↑	Class iii heat shock proteins
− 2.2	− 1.8	*yuaF*	*yuaF (3)*	SigW 100%↓	Involved membrane fluidity control
− 2.1	1.3	*manR*		ManR 100%↓	Regulation of mannose utilization
− 2.1/− 2.0	− 1.7/− 1.4	*ganA,P,S*	*ganS (5)*	GanR 100%↑	Uptake of galactotriose
− 2.1	− 1.1	*trpB*	*trpE (6)*	MtrB 0%-13%	Tryptophan synthase subunit
− 2.1	1.1	*katA*		PerR 100%↑	Main catalase
− 2.0	− 1.4	*gmuB*	*gmuB (8)*	GmuR 100%↑	Glucomannan utilization
− 2.0	− 1.0	*uxaC*	*uxaC (10)*	CcpA 87%↑	Glucuronate isomerase

Only genes with *p*-value < 0.05 are shown, and RNAs with unknown functions have not been included in the table. The fold-change (FC) is shown using a linear scale and not as log_2_. FC of the 6 h sample are also listed. Genes in an operon are clustered. In these cases the maximum and minimum FC are indicated. In the operon column the number of genes of the operon is listed between brackets. The regulon column suggests the possible regulator. The percentage shows the probability of regulation indicated by the arrow (up is activation and down is repression). A gene can be part of different regulons, however, only the regulon with the largest percentage of significantly expressed genes is shown. For some regulons the regulation directionality is not present in the Subtiwiki database. This is indicated by 0% for probability of regulation direction and the absence of an arrow

**Table 2:** Genes showing more than twofold upregulation or more than threefold down regulation at 6 h growth

FC 6 h	FC 3 h	Name	Operon	Regulon	Description
3400	2760	*xynA*			Endo-1,4-beta-xylanase
3	1.3	*sr1*		CcpN 100%↓	Small RNA regulation arginine metabolism
2.7	1	*ydjB*			Prophage 3
2.6	2.7	*yuiA*	*yuiA (2)*	TnrA 100%↓	Unknown
2.6	− 1.2	*gapB*	*gapB (2)*	CcpN 100%↓	Glyceraldehyde-3-phosphate dehydrogenase
2.4	− 1	*ribE*	*ribD (5)*	FMN 100%↓	Riboflavin biosynthesis
2.3/2.1	2.0/1.3	*leuB,C*	*ilvB (7)*	CcpA 100%↑	Biosynthesis of leucine
2.1	1.2	*natA*	*natA (2)*	NatR 100%↑	Sodium exporter subunit
2.1	− 1.1	*pckA*		CcpN 100%↓	Phosphoenolpyruvate carboxykinase
2	− 1.2	*frlR*			Regulator sugar amines utilization
− 13.4	− 3.9	*clpE*		CtsR 100%↑	AAA unfoldase
− 12.9/− 8.2	− 4.4/− 1.7	*melA,C,D,E,R*	*melR (5)*	MelR 100%↑	Melibiose utilization
− 10.2/− 3.0	− 1.6/2.0	*sboA,albB,C,D,E,F,G*	*sboA (9)*	ResD 100%↓	Subtilosin (antimicrobial peptide) production
− 7.5/− 3.5	− 1.4/− 2.0	*iolA,G,H,I,J*	*iolA (10)*	IolR 100%↑	Myo-inositol catabolism
− 6.6	1.1	*iolT*		IolR 100%↑	Myo-inositol uptake
− 6.2	1.7	*yebD*			Unknown
− 5.8	− 1.4	*fnr*		ResD 100%↓	Anaerobiosis, overflow metabolism
− 4.8/− 3.1	− 2.0/− 1.2	*yojA,B*	*yojA (2)*		Unknown
− 4.6	− 1.3	*trnB-Arg*			Transfer RNA-Arg
− 4.6/− 4.4	− 1.1/1.0	*ycnI,J,K*	*ycnK (3)*	YcnK 100%↑	Regulation of copper uptake
− 4.6	− 1.0	*ctaA*		ResD 100%↓	Heme biosynthesis
− 4.6	− 1.0	*ydbL*			Unknown
− 4.6/− 3.6	− 1.0/1.0	*qoxA,B,C,D*	*qoxA (4)*	CitB 0%-50%	Cytochrome aa3 quinol oxidase
− 4.5	1.0	*yxaL*	*yxaJ (2)*	Rok 100%↑	Unknown
− 4.4	1.0	*ctaO*		AbrB 100%↑	Heme biosynthesis
− 4.4	− 1.0	*yodA*			Unknown
− 4.4	1.2	*trnB-Leu1*			Transfer RNA-Leucine
− 4.0	1.3	*scr*			4.5S RNA of signal recognition particle (SRP)
− 3.8	1.0	*ydzA*			Unknown
− 3.6	− 1.1	*yozB*			Unknown
− 3.6/− 3.1	− 1.3/− 1.2	*iolR,S*	*iolR (2)*	IolR 100%↑	Regulation of myo-inositol catabolism
− 3.6	1.2	*yoqM*		AbrB 100%↑	SP-beta prophage
− 3.4	− 1.1	*ywzB*	*ywzB (3)*	SigF 75%↓	Unknown
− 3.4	− 1.1	*ytzI*			Unknown
− 3.3	− 1.4	*yxiE*	*bglP (3)*	LicT 100%↓	Possible beta-glucan/-glucoside utilization
− 3.3	1.0	*yfmQ*			Unknown
− 3.2	− 1.7	*yncC*			Unknown
− 3.2/− 3.0	− 1.3/− 1.1	*hemE,H,Y*	*hemE (3)*		Heme biosynthesis
− 3.1	− 1.2	*gabT*	*gabT (2)*	GabR 100%↓	Utilization of gamma-amino butyric acid
− 3.1	1.2	*sunA*	*sunA (5)*	Rok 100%↑	Sublancin (antimicrobial peptide) production
− 3.1	− 1.0	*ytkA*	*ytkA (2)*		Unknown

Only genes with *p*-value < 0.05 are shown, and RNAs with unknown functions have not been included in the table. Only genes with *p*-value < 0.05 are shown. The fold-change (FC) is shown using a linear scale and not as log_2_. FC of the 3 h sample are also listed. Genes in an operon are clustered. In these cases the maximum and minimum FC are indicated. In the operon column the number of genes of the operon is listed between brackets. The regulon column suggests the possible regulator. The percentage shows the probability of regulation indicated by the arrow (up is activation and down is repression). A gene can be part of different regulons, however, only the regulon with the largest percentage of significantly expressed genes is shown. For some regulons the regulation directionality is not present in the Subtiwiki database. This is indicated by 0% for probability of regulation direction and the absence of an arrow

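The genes htrA (BSU12900) and htrB (BSU33000) code for membrane-anchored proteases that degrade misfolded secreted proteins. At 3 h, htrA was at 148 ± 28.6 CPM (SD, n = 2) in Emp3h and 153 ± 18.0 CPM (SD, n = 2) in Xyn3h, and htrB at 170 ± 8.17 and 174 ± 9.70 CPM. Their log2 fold changes were 0.044 (standard error 0.30) and 0.029 (standard error 0.29), and without Xyn3h replicate ii they became -0.10 and -0.052. The change of htrA was also below 0 without Emp3h replicate i, at -0.053. At 6 h, htrA was at 194 ± 64.6 CPM in Emp6h and 272 ± 31.5 CPM in Xyn6h, a log2 fold change of 0.49 (standard error 0.30, adjusted p = 0.997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and htrB changed by 0.47 (standard error 0.29, adjusted p = 0.997). For both genes, both Xyn6h libraries lay above both Emp6h libraries. With each library left out in turn, the 6 h change stayed between 0.17 and 0.88 for htrA and between 0.13 and 0.89 for htrB, in each case lowest without Emp6h replicate i and highest without Emp6h replicate ii.

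The RNA scr (BSU_misc_RNA_2) had 89 and 80 counts in Emp3h, 138 and 129 in Xyn3h, 945 and 277 in Emp6h and 242 and 123 in Xyn6h. Scaled to library size, it was at 25.1 ± 0.0283 CPM (SD, n = 2) in Emp3h and 33.6 ± 2.03 in Xyn3h, a log2 fold change of 0.42 (standard error 0.37). At 6 h it was at 256 ± 98.2 CPM in Emp6h and 63.1 ± 27.8 in Xyn6h, a log2 fold change of -2.02 (standard error 0.36, adjusted p = 0.209 by edgeR). The authors' deposited table gives an adjusted p of 0.000336 for it at 6 h. Over the alternatives with 2 libraries in each group, its adjusted p lay between 0.000336 and 0.452 by DESeq2 or edgeR. With each library left out in turn, the 6 h change stayed between -2.56 and -1.57, the smallest fall being without Emp6h replicate i. The change differed between the times by -2.44 on the log2 scale (adjusted p = 1.00 for the interaction by edgeR). Of 75 other short stable RNAs tested (tRNAs, 5S rRNAs and 4 further RNAs), 56 were lower in Xyn at 6 h too (51 with total counts as library sizes), with a median log2 fold change of -0.49 (-0.35 in that setting). The fitted fall was larger than that of scr in 4 of them, which had at most 10 counts in a library, among them trnB-Arg (4 and 6 counts in Emp6h, 2 and 0 in Xyn6h) and trnB-Leu1 (10 and 4 against 1 and 2) of Table 2. The small RNA sr1, which is not among the 75, rose by 1.66 (standard error 0.46, adjusted p = 0.282 by edgeR).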

An initial analysis of the genes in Tables 1 and 2 did not reveal clear secretion bottlenecks, such as the induction of the membrane-anchored protein quality control proteases HtrA/B. The only secretion-related effect was a strong downregulation of *scr*, the 4.5 S RNA component of the signal recognition particle SRP, in the 6 h time sample (Table 2) [31]. 

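The gene ffh (BSU15980) was at 1392 ± 190 CPM (SD, n = 2) in Emp3h and 1457 ± 1.46 CPM (SD, n = 2) in Xyn3h, a log2 fold change of 0.066 (standard error 0.33). At 6 h it was at 509 ± 157 CPM in Emp6h and 411 ± 49.6 CPM in Xyn6h, a log2 fold change of -0.31 (standard error 0.33). The adjusted p was 1.00 at 3 h and 0.997 at 6 h (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries of Xyn and Emp overlapped at both times, and the direction changed at 3 h without Emp3h replicate ii, to -0.10 (-0.073 relative to the median of all genes). At 6 h the value was 0.049 without Emp6h replicate ii, which is -0.029 relative to the median of all genes in that fit.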

Expression of *ffh*, coding for the protein subunit of SRP, was not significantly affected (Additional file 1: Table S1). It is reasonable to assume that XynA, like most secreted proteins, uses the SecA-dependent secretion route instead of the co-translational SRP pathway, since SRP is primarily used for the insertion of transmembrane proteins into the cell membrane [31]. When we increased the expression of *scr* by integrating an extra copy driven by the strong xylose-inducible *Pxyl* promoter [32], the XynA levels in the medium did not increase (Additional file 3: Fig. S1), indicating that the reduced levels of *scr* are not limiting XynA secretion.

### Analysis of functional categories

Threshold values used to choose the most relevant differential expressed genes are arbitrary. As a consequence, useful gene regulation information can be lost. It can therefore be helpful to analyse transcriptome data using gene set enrichment analysis, based on functional category and/or regulon information, without prior selection of genes using cut-off values. To facilitate such analysis, we developed the Excel add-in GINtool [27], and used functional categories and regulon information that has been collected over time in the main *B. subtilis* knowledge database Subtiwiki [27, 33]. First, we focussed on the functional categories related to stress, protein translation and protein homeostasis, and based on the genes in Tables 1 and 2, also included the functional categories related to respiration, sulfur and carbon metabolism, and amino acid utilisation. As shown in Fig. 3, there are substantial more amino acid synthesis and acquisition genes upregulated in the 3 h time point than are listed in Table 1. Also the downregulation of respiration genes in the 6 h sample is more obvious, compared to the information in Table 2. 

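The full gene lists of the functional categories were not used here, and the genes examined are the 14 genes of Table 1 for the uptake and use of sulfur compounds and cysteine (the yxe, sna, snd, cys, sat, ylnD and tcyP genes). All 14 were higher in Xyn at 3 h, with a mean log2 fold change of 1.92 and single values from 1.32 to 2.77. By edgeR, 10 of the 14 had an unadjusted p under 0.05. In Xyn3h replicate i, 14 of the 14 genes were at least 2-fold above the mean of the Emp3h libraries, and in Xyn3h replicate ii 0 were. Their mean log2 CPM was 3.50 in Xyn3h replicate ii, which lies between the 3.28 and 3.52 of the Emp3h libraries. Without Xyn3h replicate i the mean log2 fold change was 0.15, so this rise rests on that library. At 6 h the mean log2 fold change of the same genes was 0.26, and 2 of the 14 were separated between the strains.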

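From Table 2, 10 genes were examined, those for cytochrome aa3 oxidase and heme synthesis (qoxA, qoxB, qoxC, qoxD, ctaA, ctaO, hemE, hemH and hemY) and fnr. Table 2 describes fnr by anaerobiosis and overflow metabolism. At 6 h all 10 were lower in both Xyn6h libraries than in both Emp6h libraries, with a mean log2 fold change of -2.04 and single values from -2.63 to -1.64. The adjusted p of these genes lay between 0.209 and 0.304 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in the authors' deposited table from DESeq2 between 2.21e-05 and 0.0257. Their mean log2 CPM was 8.95 and 7.43 in Emp6h replicates i and ii and 6.02 and 6.64 in Xyn6h. The Emp6h replicates thus differed by more than Emp6h replicate ii did from Xyn6h replicate ii, and without Emp6h replicate i the mean log2 fold change was -1.08. At 3 h the mean log2 fold change of the same genes was -0.12, and 3 of the 10 were separated between the strains.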

Interestingly, for both time points the functional category “chaperones and protein folding” is downregulated. This category comprises the conserved protein chaperones GroEL/ES, DnaJ/K and others, but their related genes do not show up in Tables 1 and 2 due to the chosen cutoff for fold change. 

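The chaperonin gene groEL (BSU06030) fell from 8743 ± 993 CPM (SD, n = 2) in Emp3h to 4903 ± 500 CPM (SD, n = 2) in Xyn3h, a log2 fold change of -0.83 (standard error 0.42), and from 2226 ± 986 CPM in Emp6h to 1007 ± 194 CPM in Xyn6h, a log2 fold change of -1.14 (standard error 0.42). The log2 fold change of groES (BSU06020) was -0.91 at 3 h (standard error 0.36) and -1.26 at 6 h (standard error 0.37). For dnaK (BSU25470) it was -0.58 (standard error 0.38) and -0.89 (standard error 0.38). Both Xyn libraries lay below both Emp libraries for these 3 genes at both times. The change of dnaJ (BSU25460) was smaller, -0.16 at 3 h (standard error 0.30) and -0.23 at 6 h (standard error 0.30), its libraries overlapped, and at 6 h it was 0.0033 with total counts as library sizes and 0.16 without Emp6h replicate ii. Relative to the median of all genes, which shifts upward in both settings, these values were -0.14 and 0.079. The adjusted p of the 4 genes was 1.00 at 3 h and between 0.319 and 0.997 at 6 h (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the authors' deposited table groES has an adjusted p of 0.0279 at 6 h and groEL 0.0625. Without Emp6h replicate ii the 6 h change of groEL was -0.60 and that of groES -0.81.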

The "general stress proteins" category, comprising 161 Sigma-B controlled genes, does not seem to be activated in the XynA overexpressing cells, but the "heat shock proteins" appear to be collectively downregulated in both samples. 

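The gene lists of the categories "general stress proteins" and "heat shock proteins" were not used here, and the Sigma-B controlled genes were not analysed as a group. Besides the chaperone genes, hrcA (BSU25490), the repressor gene of these operons, had a log2 fold change of -0.91 at 3 h (standard error 0.35) and -0.38 at 6 h (standard error 0.35). The gene of the DnaK cofactor GrpE (BSU25480) had -0.50 (standard error 0.34) and -0.83 (standard error 0.34). Both Xyn libraries lay below both Emp libraries for both genes at both times. The adjusted p was 1.00 for both at 3 h, and 0.997 for hrcA and 0.701 for grpE at 6 h (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without Emp3h replicate ii the 3 h change of hrcA was -0.48 and that of grpE -0.27, and without Emp6h replicate ii the 6 h change was -0.062 for hrcA and -0.49 for grpE.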

Several genes in the functional category “protein secretion” are slightly upregulated in the 3 h sample. This category is a collection of genes that are involved a wide variety of processes including general secretion, such as the Sec and signal peptidase encoding genes, but also genes encoding the Tat secretion system and secretion processes during sporulation. In fact, the most strongly (2- to 3-fold) induced genes in this category are those form the sporulation operon *spoIIIAB*, involved in the activation of the sporulation sigma factor Sigma-G (Additional file 1: Table S1) [34, 35].

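The 8 genes of the spoIIIA operon (spoIIIAA to spoIIIAH) had few counts at 3 h. Summed over the operon there were 22 and 10 counts in Emp3h replicates i and ii, 81 in Xyn3h replicate i and 15 in Xyn3h replicate ii. The gene spoIIIAB itself had 2 and 0 counts in Emp3h and 10 and 2 in Xyn3h. The mean of the fitted log2 fold changes over the 8 genes was 1.47 at 3 h, and it depends on how such low counts are treated, being 1.01 with the shrunken fold changes of the authors' deposited table. Without Xyn3h replicate i it was -0.28, so the direction rests on that library, and without Emp3h replicate i it was 2.51. By edgeR, 0 of the 8 genes had an unadjusted p under 0.05 at 3 h, and by the authors' deposited table the mean unadjusted p of the 8 genes was 0.413. The libraries of Xyn and Emp were separated in 1 of the 8 genes.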

**Fig. 3:**
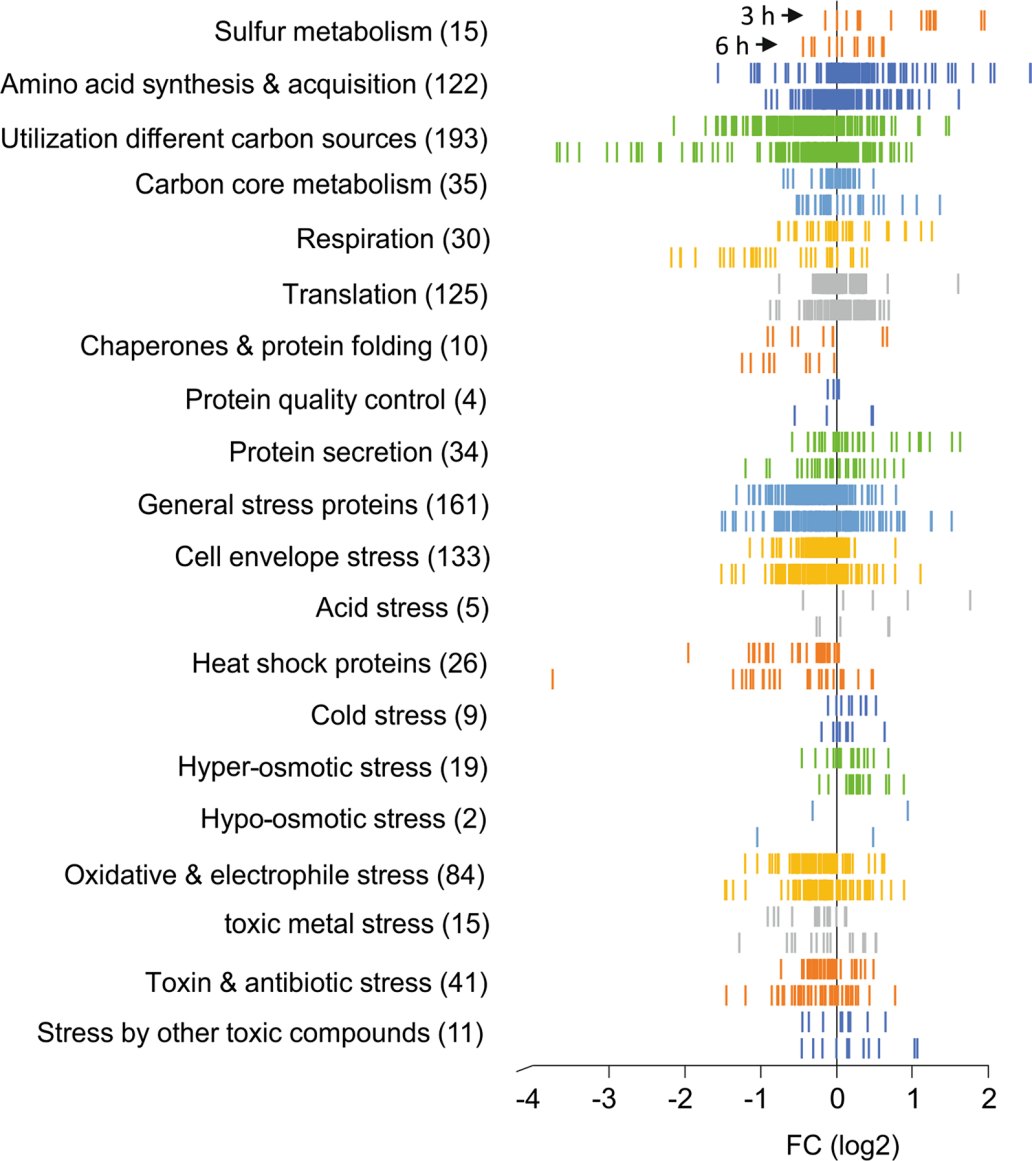
Functional category distribution plot. Log_2_ fold-change values (FC) of genes are plotted against the *x*-axis. The number of genes in each functional category is indicated between brackets. The upper and lower set of bars shown for each category represent the 3 h and 6 h sample, respectively, as indicated by black arrows for the Sulfur metabolism category

### Analysis of regulon activities

Often functional categories comprise genes that are controlled by different regulators. For example the downregulated functional category "heat shock proteins" include 27 genes comprising several regulons, including the general heat stress genes regulated by the sigma factor SigI, the CssR controlled membrane-anchored protein quality control protease genes *htrA/B*, the Clp AAA + unfoldases encoding genes regulated by CtsR, and the HrcA regulated GroEL/ES and DnaJ/K encoding genes [33]. Therefore, to gain a better understanding what regulation underlies the observed transcription differences, it is useful to focus on regulons. So far, 218 regulons have been identified for *B. subtilis* [33]. When these regulons were sorted, based on their average fold change values, a clear gradation in activities was observed (Additional file 3: Fig. S2), presenting a more natural view of the differential expression than the binary, relevant/non-relevant, distribution based on arbitrary fold change and *p*-value threshold levels.

GINtool can plot the average fold change of regulons against the mean absolute deviation (MAD) of the fold change [27]. The MAD values indicate how uniform the expression differences of the genes in a regulon are and facilitates the visually presentation of regulon activities (Fig. 4a). The GINtool analysis results for all regulons is listed in Additional file 2: Table S2. The largest regulon affected by XynA overexpression in both the 3 h and 6 h samples is the CcpA regulon. 

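The full CcpA regulon was not used here. Table 1 names CcpA for 9 genes (leuB, rbsA, rbsB, rbsC, rbsD, rbsK, rbsR, yerA and uxaC). At 3 h, 8 of them were lower in both Xyn libraries than in both Emp libraries, and leuB was higher in both. The mean log2 fold change was -1.16, with single values from -1.67 to 1.06. It is a plain mean that takes no account of the direction of regulation, unlike the regulon averages of the paper. The mean was -0.62 without Xyn3h replicate i and -1.94 without Xyn3h replicate ii. At 6 h the mean was -0.33 and 3 of the 9 genes were separated between the strains. Without Emp6h replicate ii the 6 h mean was 0.0097, but the median of all genes rose too, and relative to that median the mean was -0.28 with all libraries and -0.068 without this one. By edgeR, 9 of the genes had an unadjusted p under 0.05 at 3 h and 2 at 6 h, and these genes were chosen on the same libraries.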

CcpA is the main catabolite repressor of *B. subtilis* [36]. The next largest regulon is the AbrB regulon that appears in the 6 h time sample, which is a key transcriptional regulator of transition state genes that become active in the stationary phase [37]. In Fig. 4a these regulons have a positive average fold change value, which means that CcpA and AbrB are more activated when XynA is overexpressed. However, and importantly, since these regulators function primarily as transcriptional repressors, many genes of these regulons are in fact down-regulated upon XynA overexpression. 

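Among the genes that Table 2 places under AbrB, ctaO (BSU12080) had 393 and 44 counts in Emp6h replicates i and ii and 51 counts in each Xyn6h library. Its log2 fold change at 6 h was -2.24 (standard error 0.58, adjusted p = 0.262 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The prophage gene yoqM (BSU20580) had 644 and 111 counts in Emp6h and 102 and 127 in Xyn6h, a log2 fold change of -1.90 (standard error 0.53, adjusted p = 0.282 by edgeR). The authors' deposited table gives adjusted p-values of 0.0148 and 0.0272. Over the alternatives with 2 libraries in each group, the adjusted p of ctaO lay between 0.0148 and 0.580 by DESeq2 or edgeR. That of yoqM lay between 0.0272 and 0.538. Both changes rest largely on Emp6h replicate i, and without it they were -0.75 and -0.92.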

The reason that GINtool assigns a positive sign for the average fold change of these regulon is that the programme takes into account the directionality of regulation (activation/repression) by a regulator when this information is available [27]. This information is crucial to calculate a relevant average fold change, and for *B. subtilis* this information can also be found in the Subtiwiki database [33]. The reason why the directionality of regulation is important is that regulators can simultaneously function as a repressor of some genes and an activator of other genes. For example, the *B. subtilis* response regulator Spo0A represses 104 genes and activates 63 [33]. This means that just averaging the fold change of the genes of a regulon does not give an accurate approximation of the regulator activity.

**Fig. 4:**
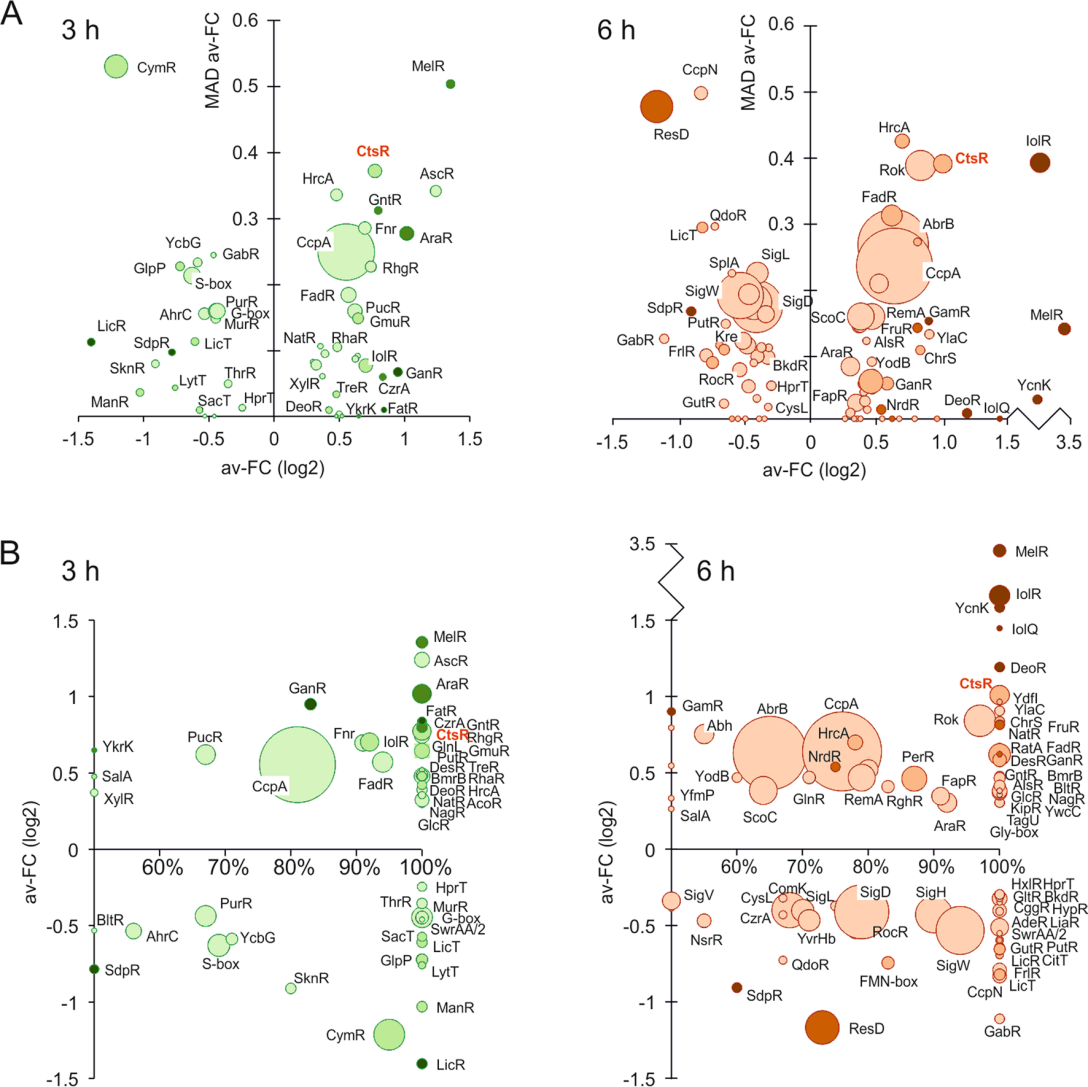
Regulon bubble plots. **A** Average fold changes (av-FC) are plotted against the mean absolute deviation of the fold change (MAD av-FC) for the 3 h (left) and 6 h (right) samples. **B** Average fold-changes plotted against the fraction of regulon genes corresponding to the most likely regulation for the 3 h (left) and 6 h (right) samples. Bubble size indicates the number of regulon genes. Colour intensities indicate average *p*-values of the genes in the regulon classified from dark to light according to average *p*-values of < 0.0625, < 0.125, < 0.25, < 0.5. For clarity, regulons with average *p*-values ≥ 0.5 are not shown. Of note, the average fold changes, MAD, *p*-values and bubble sizes are based on the regulon genes that correspond to the most likely activity state of the regulator. This state, being either activated or repressed, is based on the largest fraction of regulon genes that show a fold change corresponding to one of these two activity states. The CtsR regulon is indicated in red

GINtool estimates the likelihood of activation or repression by calculating the fraction of regulon genes that exhibit a fold change corresponding to the most likely activity state of the regulator [27]. As shown in Fig. 4b, there are many regulons that show a consistent (100%) activity change upon overexpression of XynA. Most of these regulons are related to sugar metabolism (Additional file 2: Table S2), and it is not immediately apparent how these processes could hamper the production of XynA. However, there was one interesting regulon in this list, the CtsR regulon, which comprises, aside of its own gene, the AAA + unfoldase encoding genes *clpE*, *clpC* and *clpX*, and the related protease subunit encoding *clpP* gene. 

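The full regulon lists were not used here. Table 1 lists 28 genes for the uptake and use of sugars that fell at 3 h, among them the rbs, lic, ara, gan, gnt and gmu genes. All 28 were lower in Xyn at 3 h, with a mean log2 fold change of -1.36 and single values from -2.21 to -1.03, and both Xyn libraries lay below both Emp libraries in 26 of them. By edgeR, 26 had an unadjusted p under 0.05. Their mean log2 CPM was 6.08 and 6.92 in Emp3h replicates i and ii against 4.91 and 5.43 in Xyn3h. In Emp3h replicate ii all 28 genes were at least 2-fold above the mean of the Xyn3h libraries, and in Emp3h replicate i 11 were. Without Emp3h replicate ii the mean log2 fold change was -0.89. At 6 h it was -0.51, with 12 of the 28 genes separated and 3 at an unadjusted p under 0.05.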

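The 12 genes examined are those that the paper names for this regulon, ctsR, mcsA, mcsB, clpC, clpE, clpX, clpP, disA, radA, lonA, ysxC and trxA. The largest change was that of clpE (BSU13700), which fell from 1087 ± 677 CPM (SD, n = 2) in Emp3h to 259 ± 241 CPM (SD, n = 2) in Xyn3h and from 671 ± 105 CPM in Emp6h to 45.6 ± 2.50 CPM in Xyn6h. Its log2 fold change was -2.07 at 3 h (standard error 0.67, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.88 at 6 h (standard error 0.73, adjusted p = 0.209), and the authors' deposited table gives an adjusted p of 1.75e-08 at 6 h. Over the alternatives with 2 libraries in each group, the adjusted p of clpE at 6 h lay between 1.75e-08 and 0.226 by DESeq2 or edgeR. With each library left out in turn, the 3 h change lay between -3.62 without Xyn3h replicate ii and -1.24 without Emp3h replicate ii. For ctsR (BSU00830) the log2 fold change was -1.04 at 3 h (standard error 0.37) and -0.99 at 6 h (standard error 0.38). For mcsA, mcsB and clpC, which lie next to ctsR, it was -1.11, -1.13 and -1.19 at 3 h and -1.39, -0.97 and -1.11 at 6 h. The protease subunit gene clpP (BSU34540) fell from 2162 ± 687 to 1121 ± 282 CPM at 3 h, a log2 fold change of -0.95 (standard error 0.40), and from 1193 ± 399 to 517 ± 95.0 CPM at 6 h, a log2 fold change of -1.21 (standard error 0.40). In these 6 genes both Xyn libraries lay below both Emp libraries at both times. The changes at 3 h were smallest without Emp3h replicate ii, -0.44 for ctsR, -0.55 for mcsA and mcsB and -0.64 for clpC. For clpX (BSU28220) the log2 fold change was -0.18 at 3 h (standard error 0.37) and -0.30 at 6 h (standard error 0.38), the libraries overlapped, and the direction changed to 0.045 without Xyn3h replicate i and to 0.21 without Emp6h replicate ii. In the remaining 5 genes the change lay between -0.51 and -0.19 at 3 h and between -0.82 and -0.16 at 6 h. At 6 h the value of ysxC was 0.031 with total counts as library sizes and 0.037 without Xyn6h replicate i, and those of ysxC, lonA and trxA lay between 0.0022 and 0.046 without Emp6h replicate ii. With total counts and without Emp6h replicate ii all genes shift upward together, and relative to the median of all genes ysxC stayed at -0.11 with total counts, and ysxC, lonA and trxA stayed between -0.076 and -0.032 without that library. Without Xyn6h replicate i ysxC was above the median, by 0.099.

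**Figure D2:**
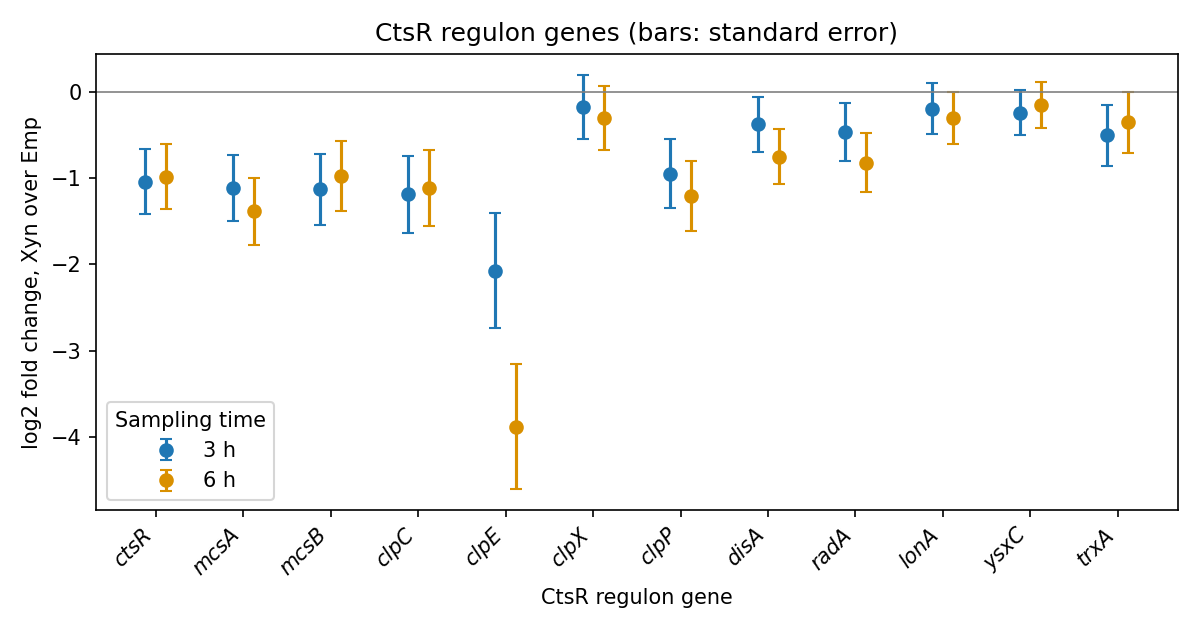
Log2 fold change of Xyn over Emp on the y axis for the 12 genes of the CtsR regulon on the x axis, at 3 h in blue and at 6 h in orange, with bars of 1 standard error from edgeR's fit to 2 libraries per group. All points lie below 0, with clpE at 6 h the lowest at -3.88, and the bars of clpX, lonA and ysxC at both times and of trxA at 6 h reach 0 or lie next to it; with total counts as library sizes ysxC at 6 h lies at 0.031, which is -0.11 relative to the median of all genes.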

Normally, the expression of these proteins is associated with the presence of misfolded proteins that occurs e.g. after heat shock [38]. However, strong overexpression of proteins can also lead to an increased level of misfolded proteins, and it was therefore surprising that the *clp* genes were collectively downregulated upon XynA overexpression.

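Over the 12 genes of the CtsR regulon the mean log2 fold change was -0.79 at 3 h and -1.02 at 6 h, and the median -0.73 and -0.90. All 12 genes were lower in Xyn at both times. Both Xyn libraries lay below both Emp libraries in 10 genes at 3 h and in 8 at 6 h. The mean log2 CPM of the regulon was 8.82 and 9.51 in Emp3h replicates i and ii, 8.11 and 8.64 in Xyn3h, 8.63 and 9.23 in Emp6h, and 7.82 and 8.06 in Xyn6h. Each Xyn library thus lay below each Emp library of its time, with a smallest distance of -0.17 at 3 h and -0.57 at 6 h from the lowest Emp to the highest Xyn library, while the Emp replicates lay 0.69 and 0.60 apart.

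By edgeR, 0 of the 12 genes had an adjusted p under 0.05 over all genes tested at either time, with 6 at an unadjusted p under 0.05 at 3 h and 8 at 6 h. Adjusted over the list alone, the count was 0 at 3 h and 2 at 6 h, which is not independent evidence because the study picked this regulon on the same libraries. As a set, the 12 genes ranked lower than the other genes by limma's camera test with a preset correlation of 0.01 (adjusted p = 1.94e-11 at 3 h and 5.81e-09 at 6 h over 5 set tests). Neither these calls nor those of the HrcA-controlled genes held under fry (adjusted p = 0.167) or with the correlation between genes estimated from the data (adjusted p = 0.162).

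Without clpE the mean of the remaining 11 genes was -0.67 at 3 h and -0.76 at 6 h. With each library left out in turn, the mean at 3 h stayed between -1.12 without Xyn3h replicate ii and -0.42 without Emp3h replicate ii. At 6 h it fell by 1.30 without Emp6h replicate i and by 0.68 without Emp6h replicate ii, with the other values in between. Relative to the median of all genes in the same fit, the mean at 6 h stayed between -1.09 and -0.76, and that at 3 h was -0.39 at its smallest. Relative to that median the mean at 6 h was -0.98, and with total counts as library sizes -0.94. The difference between the times was -0.23 (adjusted p = 0.426 by camera), and its sign changed when Emp3h replicate i (0.12), Xyn3h replicate ii (0.25) or Emp6h replicate ii (0.11) was left out. The paper sets this common fall of the clp genes against the rise in their expression that goes with misfolded proteins, and on this contrast it calls the result surprising.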

### Uncoupling Clp expression from CtsR regulation increases XynA levels

CtsR functions as a transcriptional repressor and its concentration is controlled by regulated proteolysis. The adaptor McsB kinase specifically binds and targets CtsR for degradation by the ClpCP protease complex [39, 40]. Heat shock or oxidation stress affects the DNA binding activity of CtsR and triggers the activation of McsB [41–43]. Presumably, under XynA overproduction conditions, the ClpCP system is busy dealing with unfolded or misfolded XynA and has less time to engage in CtsR proteolysis. This will then result in increasing levels of CtsR and subsequent down regulation of *clpCP* expression, thus further reinforcing this negative feedback loop. This may explain why we observe a downregulation of the CtsR regulon. It is reasonable to assume that increased levels of Clp chaperones will reduce the level of misfolded proteins, which may help to increase XynA production. To test this, we constructed a *ctsR* deletion strain and measured the production of XynA. As shown in Fig. 5, the ∆*ctsR* mutant showed a normal growth rate, however XynA secretion was approximately 25 ± 5% higher compared to the wildtype strain. In conclusion, induction of the CtsR regulon by removing the CtsR repressor improves the production of XynA.

**Fig. 5:**
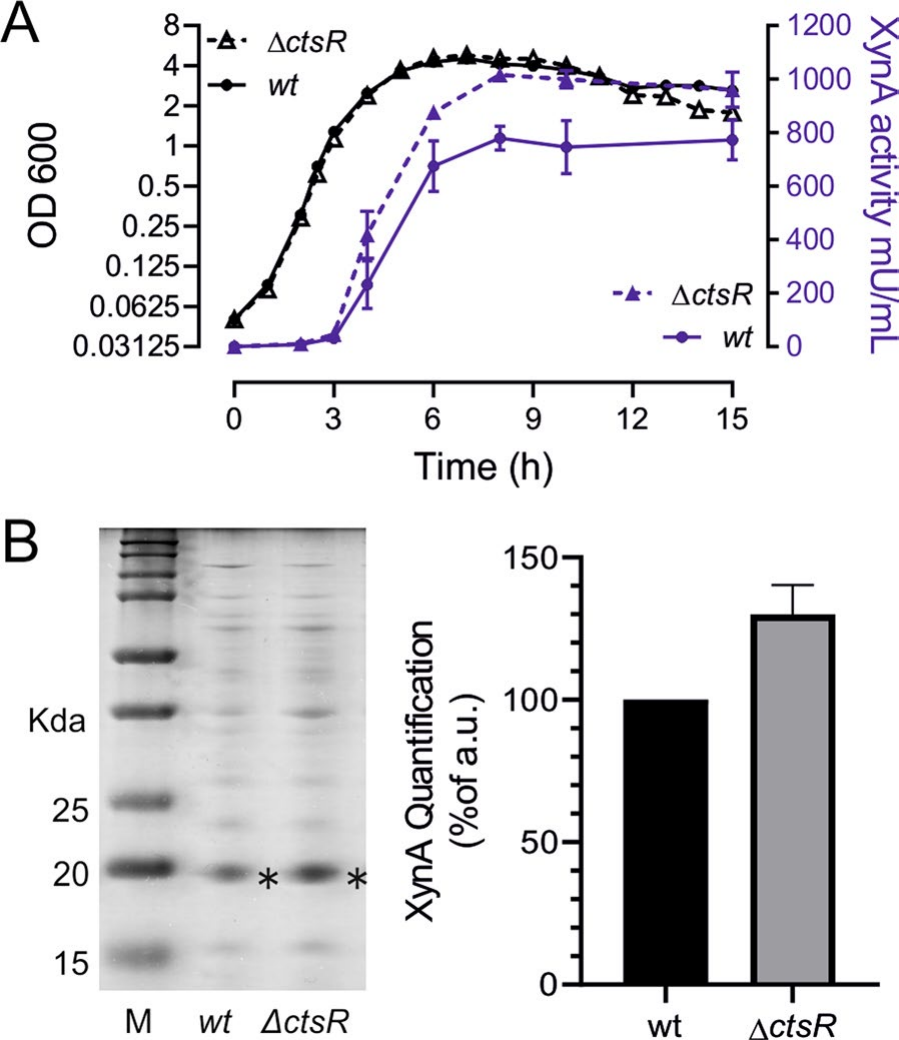
XynA production in a ∆*ctsR* deletion strain. **A** XynA production by the BWB09/pCS58 wild type (wt) and SGB03/pCS58 ∆*ctsR* deletion strains during growth. Averages and standard deviations of 3 independent experiments are shown. **B** Coomassie staining of proteins precipitated from 10 h supernatant samples. Molecular weights are indicated on the left side. The asterisk marks the XynA protein bands in the supernatant samples. Bars on the left represent protein densitometry quantification of the Coomassie-stained gel of three replicates

## Discussion

Here we found that overexpression of XynA in *B. subtilis* downregulates the CtsR regulon. This result did not show up in an earlier published transcriptome study of XynA overexpressing *B. subtilis* [18]. When we compared the data from this study with ours, by selecting all genes that showed a 2 or more fold change in expression with *p*-values < 0.05, we found only 9 genes that showed a comparable expression difference (Additional file 3: Fig. S3). These included the upregulation of the isoleucine biosynthesis genes *ilvB* and *dppB*, and the downregulation of genes in the melibiose utilization *melR* operon and the *ctaF* gene encoding cytochrome-c oxidase subunit IV. 

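The data of the earlier study were not used here. In the counts of the present study, ilvB (BSU28310) rose from 170 ± 51.1 CPM (SD, n = 2) in Emp6h to 344 ± 19.8 CPM (SD, n = 2) in Xyn6h, a log2 fold change of 1.02 (standard error 0.27, adjusted p = 0.264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by 0.42 at 3 h (standard error 0.30). The change of dppB (BSU12930) was 1.63 at 3 h (standard error 0.65), from 2 and 4 counts in Emp3h and 16 and 7 in Xyn3h, and 0.85 at 6 h (standard error 0.33, adjusted p = 0.636 by edgeR), from 285 ± 102 CPM to 514 ± 47.9 CPM. For melR (BSU30260) the log2 fold change was -2.21 at 3 h (standard error 0.63) and -3.12 at 6 h (standard error 0.63, adjusted p = 0.209 by edgeR), and without Emp6h replicate ii the latter was -1.72. For ctaF (BSU14920) it was -0.53 at 3 h (standard error 0.42) and -1.13 at 6 h (standard error 0.31, adjusted p = 0.282 by edgeR). The adjusted p of all 4 genes at 3 h was 1.00. In the authors' deposited table only melR, of these genes, has an adjusted p under 0.05, and only at 6 h (8.96e-06). Over the alternatives with 2 libraries in each group, the adjusted p of melR at 6 h lay between 8.96e-06 and 0.394 by DESeq2 or edgeR. That of ilvB lay between 0.118 and 0.394. Both Xyn libraries lay on the same side of both Emp libraries for each gene and time except ctaF at 3 h.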

In the other study an upregulation of the membrane associated protein quality control proteases HtrA/B and the chaperones GroEL/ES was observed [18], which we did not observe. However, these differences and the lack of overlap in regulated genes can be explained by the distinct experimental conditions used. In the previous study the expression of XynA was induced for only 30 min at the end of logarithmic growth after which RNA samples were taken, whereas in our system XynA was expressed continuously from the constitutively active and strong *amyQ* promoter [30].

In our study we found only one direct secretion related signature and that was the significant drop in *scr* levels, the RNA component of SRP. For *E. coli* it has been shown that reduced *scr* concentrations lead to reduced stability of Ffh, the protein component of SRP, and impaired SRP-dependent translocation [44, 45]. It is unlikely that XynA uses SRP for secretion, as the secretion of proteins into the medium generally relies on the SecA route [46, 47], but since both the SRP and SecA route use the same Sec translocation complex, an impaired SRP system might indirectly affect optimal XynA secretion. However, when we expressed an extra copy of *scr* ectopically from a strong xylose-inducible promoter no improvement in XynA production was observed. Although, we do not have an explanation for why the *scr* concentration goes down in XynA overexpressing cells, it is clear that lower *scr* levels are not limiting XynA production.

High production of XynA by *B. subtilis* affects the activity of a wide variety of regulons, including respiration, copper uptake, toxin protection, sugar utilisation and sporulation regulons. None of these regulons can be functionally linked to either xylanases or secretion stress. 

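For copper uptake, the 3 genes of the ycnK operon in Table 2 (ycnI, ycnJ and ycnK) had a mean log2 fold change of -2.24 at 6 h. Their mean log2 CPM was 9.27 and 6.88 in Emp6h replicates i and ii and 6.01 and 6.55 in Xyn6h, and without Emp6h replicate i the mean log2 fold change was -0.60. The 7 genes of the sboA operon in Table 2, which make the peptide toxin subtilosin and protect against it, had a mean log2 fold change of -1.97 at 6 h, with 8.03 and 5.96 in Emp6h against 5.42 and 5.37 in Xyn6h. Without Emp6h replicate i it was -0.58. In both operons Emp6h replicate ii thus lay closer to the Xyn6h libraries than to Emp6h replicate i.

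The sugar operons of Table 2 had another pattern. The 8 genes of the IolR regulon for inositol use had a mean log2 fold change of -2.15 at 6 h, with a mean log2 CPM of 11.5 and 12.7 in Emp6h and 8.89 and 10.7 in Xyn6h, and it was -3.32 without Xyn6h replicate ii, -1.53 without Xyn6h replicate i and -1.41 without Emp6h replicate ii. In the 5 genes of the melR operon for melibiose use the mean was -3.65, with 8.41 and 10.7 in Emp6h and 5.74 and 6.75 in Xyn6h, and -2.07 without Emp6h replicate ii. All genes of both operons were lower in both Xyn6h libraries than in both Emp6h libraries. The adjusted p of the genes in these 4 groups lay between 0.209 and 0.600 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the authors' deposited table from DESeq2 the adjusted p was between 0.00303 and 0.00834 for the copper genes, between 2.64e-06 and 0.0436 for the inositol genes and between 1.92e-08 and 0.00951 for the melibiose genes, while for the subtilosin genes it was between 2.28e-07 and 0.182, with 2 of 7 under 0.05.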

Maybe some of the related regulators are also controlled by regulated proteolysis and therefore more active under high XynA production conditions. Of note, the early induction of sporulation regulons did not lead to an early sporulation phenotype (data not shown).

We assume that the increased production of XynA in a ∆*ctsR* mutant is caused by the increased levels of the ClpC/E/X chaperones and/or by the protein quality protease complexes they can form together with ClpP. There are several examples of improved production by inducing the expression of chaperones. For example, increasing the expression of trigger factor together with GroEL/ES increases the production of human protein ORP150 and human lysozyme in *E. coli* [48]. Increasing the levels of GroEL/ES together with DnaJ/K-GrpE has been shown to improve the production of *Bacillus stearothermophilus* α-amylase by *B. subtilis* [49]. 

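Over groES, groEL, dnaK and dnaJ the mean log2 fold change was -0.62 at 3 h and -0.88 at 6 h, and all 4 genes were lower in Xyn at both times, except that dnaJ at 6 h was above 0 with total counts as library sizes, though not relative to the median of all genes, and without Emp6h replicate ii. The median over the 4 genes was -0.71 and -1.02. The adjusted p of limma's camera test with the preset correlation was 0.00022 at 3 h and 0.000249 at 6 h. At both times it was 0.167 by fry and 0.162 by camera with the correlation estimated from the data. By edgeR, 0 of the 4 genes had an adjusted p under 0.05 over all genes tested, with 1 at an unadjusted p under 0.05 at 3 h and 3 at 6 h, and in the authors' deposited table only groES at 6 h had an adjusted p under 0.05. Adjusted over the list alone, the count was 0 at 3 h and 2 at 6 h, on libraries that the study also used to pick the regulon. The mean log2 CPM of the 4 genes was 11.2 and 11.5 in Emp3h, 10.6 and 10.8 in Xyn3h, 8.69 and 9.47 in Emp6h, and 8.10 and 8.39 in Xyn6h, so that at 6 h the Emp replicates differed by 0.78. Without Emp6h replicate ii the 6 h mean was -0.44, and without Xyn3h replicate i the 3 h mean was -0.45. Over 9 genes of the hrcA and groES operons, the mean was -0.47 at 3 h, with 9 of 9 lower, and -0.53 at 6 h, with 7 of 9 lower.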

Interestingly, the *groEL/ES* and *dnaJ*/*K* genes are controlled by the transcriptional repressor HrcA [50, 51], and this protein is also controlled by proteolytic degradation by ClpP [52], and in fact we do see a downregulation of HrcA regulon genes in our analysis (Fig. 4). So it is possible that inactivation of CtsR improves production in different ways, including an indirect increase in *groEL/ES* and *dnaJ/K* expression. It is also important to keep in mind that CtsR regulates other genes, such as *disA* and *radA* involved in DNA repair and recombination, the ATP-dependent protein quality control protease encoding *lonA* gene, and the genes *ysxC* and *trxA*, involved in ribosome assembly and oxidative damage protection, respectively [53, 54]. Therefore, future studies will be necessary to determine whether the improved XynA production in a ∆*ctsR* strain is directly caused by the protein chaperone and quality control activities of the Clp proteins. However, due to the many regulatory roles of these proteins, it will be difficult to obtain unambiguous evidence for this.

## Conclusions

Here we show that an advanced gene set enrichment analysis can reveal useful information that would have been missed in case subjective threshold values would have been used to select interesting genes. Our analysis indicates that increased expression of the CtsR regulon, by removing the related transcriptional repressor, leads to increased production of XynA. Due to the feedback control of CtsR by ClpCP it is reasonable to assume that strong overproduction of other proteins in *B. subtilis* will also lead to a reduction of *clp* gene expression, therefore inactivation of CtsR might also improve production levels of other proteins in this organism. In fact, this approach might work in many production organisms since both the Clp proteins and CtsR are conserved in firmicutes.

## Methods

### Bacterial strains and growth conditions

Bacterial strains and plasmids used in this study are listed in Additional file 3: Table S3. The wild type tryptophan prototrophic *B. subtilis* 168 derivative BSB1 was used for expression. Nutrient Luria–Bertani medium (LB, containing 10 g/L Tryptone, 5 g/L Yeast Extract, 10 g/L NaCl) was used for general growth of both *B. subtilis* and *E. coli.* Supplements were added as required: erythromycin (5 µg/mL), kanamycin (50 μg/mL), spectinomycin (150 µg/mL), ampicillin (100 µg/mL), and Xylose (Xyl, 0.5% or 2%, w/v). For *B. subtilis* XynA secretion profile measurements, strains were inoculated and grown overnight at 30 °C to prevent sporulation. The next morning, the overnight culture was diluted into fresh and prewarmed medium to a start OD_600_ of 0.05. The culture was grown at 210 rpm shaking (37 °C) and sampled at desired timepoints for follow-up enzymatic or protein experiments. We used 100 mL Erlenmeyer flasks for 10 mL cultures and 250 mL Erlenmeyer flasks for 25 mL cultures to guarantee proper aeration. The medium was supplemented with 50 μg/mL kanamycin to maintain the plasmids.

For *B. subtilis* DNA transformation, the Spizizen-starvation media (SMM, containing 15 mM (NH_4_)_2_SO_4_, 80 mM K_2_HPO_4_, 44 mM KH_2_PO_4_, 3 mM tri-sodium citrate, 0.5% glucose, 6 mM MgSO_4_, 0.2 mg/mL tryptophan, 0.02% casamino acids, and 0.00011% ferric ammonium citrate (NH_4_)_5_Fe(C_6_H_4_O_7_)_2_) were used, as described before [55].

### Plasmid and mutant construction

All primers used for cloning are listed in Additional file 3: Table S4, and all constructs were sequenced to omit possible mutations. The construction of BWB09 (*trpC*+, ∆*xynA,* ∆*amyE*). was described in [56]. Plasmid pCS58 [27] for XynA overproduction was transformed into BWB09. Plasmid pCS58 was used as template to amplify the vector backbone sequence omitting the *xynA* ORF. This plasmid, pBW17 [27], was used as negative control.

Plasmid pBW18 used for *scr* overexpression was constructed from plasmid pHJS103 [57]. The xylose-inducible promoter *Pxyl* and *amyE*-integration flanking sequences were amplified from pHJS103, and *scr* sequence containing S17-5’UTR was amplified from BSB1 chromosomal DNA. Subsequently, both PCR products were ligated by Gibson assembly [58] and transformed into *E. coli* TOP10 cells [59]. pBW18 was then isolated, linearized by restriction enzyme digestion, and transformed into competent BWB06 cells, resulting in *scr* overexpression strain SGB01.

The *ctsR* mutant SGB03 was constructed by transformation of chromosomal DNA from a ∆*ctsR* mutant, obtained from the BKE *B. subtilis* genome-scale deletion library [60], into competent BWB09 cells.

### RNA extraction for RNA-seq

RNA extraction was based on the methods described in [61, 62]. Briefly, 2 mL cells were collected from the logarithmic growth phase (3 h) and stationary growth phase (6 h). Cell pellets were resuspended in 0.4 mL ice-cold growth medium and added to a screw cap tube containing 1.5 g glass beads (0.1 mm), 0.4 mL phenol/chloroform/isoamyl alcohol mixture (25:24:1) and 50 μL 10% SDS, vortexed to mix, and stored by flash freezing in liquid nitrogen. Cell disruption was achieved by bead beating (Precellys 24). After centrifugation, RNA in the upper aqueous phase was ethanol-precipitated, washed twice with 70% ice cold ethanol, dried and dissolved in water. DNA was removed by DNAseI (NEB) treatment. The RNA was then extracted by a second-round of P/C/I extraction, followed by ethanol precipitation and 70% ethanol washing, and dissolving in water.

### RNA-seq and sequencing data analysis

Prior to deep-sequencing, the RNA samples were treated with the MICROBExpress™ Bacterial mRNA Enrichment Kit (Thermo Fisher) to remove most of the 16S and 23S rRNA. Subsequently, the RNA-seq libraries were constructed using the NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit from Illumina^®^ (New England Biolabs) using NEBNext^®^ Multiplex Oligos for Illumina^®^ (New England Biolabs), according to the manufacturer's protocol. Sequencing was performed on an Illumina NextSeq 550 System using NextSeq 500/550 High Output v2.5 kit (75-bp read length), and the raw data were processed using the web-based platform Galaxy. We aimed at a sequencing depth of 5–10 million reads per library [28]. *Trimmomatic* was used to trim the adaptor sequence and filter bad reads [63]. The trimmed reads were aligned to the *Bacillus* reference genome (NC_000913) with *Bowtie2* [64]. After mapping, aligned reads were counted using *FeatureCount* [65]. *Deseq2* was used to determine differentially expressed features between samples [66]. The in-house developed software tool, GINtool, was used to analyse the transcriptome data [27], using prior knowledge on operons, functional categories and regulons obtained from the Subtiwiki database [33].

### XynA enzyme activity assay

100 μL cells were taken from the culture transferred into a 1.5 mL Eppendorf tube and centrifuged at 20,000 RCF for 1 min at 4 °C, and then 70 μL supernatant was transferred to a new tube and stored by flash freezing in liquid nitrogen and storage at − 80 °C. XynA enzyme activity in the supernatant was determined using the fluorescence based assay EnzChek^®^ Ultra Xylanase Assay Kit (Thermo Fisher Scientific), according to the manufacturer’s instructions.

### SDS-PAGE electrophoresis and Coomassie staining

1 mL culture was transferred to a 1.5 mL Eppendorf tube and centrifuged at 20,000 RCF for 1 min at 4 °C, and 800 μL supernatant was carefully transferred to a new tube containing 200 μL ice-cold 100% (w/v) Trichloroacetic acid (TCA), vortexed to mix and precipitated at − 20 °C overnight. The sample was centrifuged at 20,000 RCF for 20 min at 4 °C, and the protein pellet was washed with 800 μL ice-cold acetone and air dried. The protein pellet was resuspended in 1X SDS-PAGE loading buffer containing 1 mM PMSF and Protease Inhibitor Cocktail (Sigma-Aldrich). A 5 min bath sonication step was used to quickly dissolve the pellet. All samples were denatured at 95 °C for 5 min and separated on a 14% SDS-PAGE gel. After electrophoresis, the gel was stained with Colloidal Coomassie according to Bio-Rad's protocol. Sample loading amount was normalized based on optical density of the culture_,_ and an amount of cells corresponding to an OD_600_ of 0.2 was loaded per lane. Images were taken by Odyssey Fc Imaging System and analysed with Empiria Studio software (LI-COR Biosciences).

### Supplementary Information

**Additional file 1.** **Table S1.** Normalized reads, log2FoldChange and P values of all transcripts of 3 h and 6 h samples.

**Additional file 2.** **Table S2.** The GINtool analysis results for all regulons of 3 h and 6 h samples.

**Additional file 3.** Supplementary information.

## Data Availability

RNA-seq data have been submitted to and are accessible in the Gene Expression Omnibus (GEO), accession number GSE217916. The GINtool source and executable can be downloaded from GitHub (ScienceParkStudyGroup/GINtool: Gene Information Network add-in for Excel).

# Supplementary material for: Induction of the CtsR regulon improves Xylanase production in Bacillus subtilis
**Source:** Microb Cell Fact. 2023 Nov 9;22:231. doi: 10.1186/s12934-023-02239-3
**Supplement:** Supplementary file 3 — Additional file 3. Supplementary information.

**Induction of the CtsR regulon improves Xylanase production in *Bacillus subtilis***

Biwen Wang, Frans van der Kloet, Leendert Hamoen

**Table of content**

|          |                                                                 |
|----------|-----------------------------------------------------------------|
| Table S3 | Strains and plasmids used in this study                         |
| Table S4 | Primer sequences used in this study                             |
| Fig. S1  | XynA production profile in an <i>scr</i> overexpressing strain  |
| Fig. S2  | Regulon fold-change spread plot of the 3 h and 6 h samples      |
| Fig. S3  | Comparison of our data with a previous XynA transcriptome study |

## Supplementary Information

**Table S3. Strains and plasmids used in this study**

| Strain   | Genome type                                                                 | Source      |
|----------|-----------------------------------------------------------------------------|-------------|
| BSB1     | <i>B. subtilis</i> wildtype 168 trp+;                                       | Lab storage |
| BWB06    | BSB1 trp+; $\Delta xynA$                                                    | [2]         |
| BWB09    | BSB1 trp+; $\Delta xynA$ , $\Delta amyE$                                    | [2]         |
| BKE00830 | 1A1 $\Delta ctsR::ery$                                                      | [3]         |
| SGB01    | BSB1 trp+; $\Delta xynA$ ; <i>amyE::P<sub>xyI</sub>-scr</i>                 | This study  |
| SGB03    | BSB1 trp+; $\Delta xynA$ , $\Delta amyE$ , $\Delta ctsR::ery$               | This study  |
| Plasmid  |                                                                             |             |
| pCS58    | <i>P<sub>amyQ</sub>-xynA</i> , <i>bleo(Km)</i>                              | DSM         |
| pBW17    | <i>P<sub>amyQ</sub>-empty</i> , <i>bleo(Km)</i>                             | This study  |
| pHJS103  | <i>amyE_Down-P<sub>xyI</sub>-sfGFP-spec-amyE_Up</i> , <i>Sp</i> , <i>Ap</i> | [4]         |
| pBW18    | <i>amyE_Down-P<sub>xyI</sub>-scr-spec-amyE_Up</i> , <i>Sp</i> , <i>Ap</i>   | This study  |

**Table S4. Primers used in this study**

| Name    | Sequence (5'-3')                                 | Target      |
|---------|--------------------------------------------------|-------------|
| BW05    | CTAATTGAGAGAAGTTTCTATAGAATTTT                    | SpR-mazF-Fw |
| BW06    | CTACCCAATCAGTACGTTAATTT                          | SpR-mazF-Rv |
| BW34    | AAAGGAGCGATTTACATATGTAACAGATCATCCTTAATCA         | pEmpty1-Fw  |
| BW35    | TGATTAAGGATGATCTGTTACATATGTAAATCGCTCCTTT         | pEmpty1-Rv  |
| BW41    | CAGATCATCCTTAATCAGGGGTAGCTAACG                   | XnyAUp-Fw   |
| BW42    | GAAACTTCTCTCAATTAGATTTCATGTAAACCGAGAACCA         | XnyAUp-Rv   |
| BW45    | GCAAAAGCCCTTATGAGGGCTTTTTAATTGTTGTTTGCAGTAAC     | XnyADn-Fw   |
| BW46    | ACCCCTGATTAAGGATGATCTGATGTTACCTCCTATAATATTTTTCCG | XnyADn-Rv   |
| BW47    | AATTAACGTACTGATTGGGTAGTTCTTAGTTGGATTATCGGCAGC    | XnyA-Fw     |
| BW48    | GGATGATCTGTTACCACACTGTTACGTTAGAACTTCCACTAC       | XnyA-Rv     |
| BW49    | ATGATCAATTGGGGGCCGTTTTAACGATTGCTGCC              | AmyEUp-Fw   |
| BW50    | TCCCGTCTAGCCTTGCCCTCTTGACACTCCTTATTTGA           | AmyEUp-Rv   |
| BW51    | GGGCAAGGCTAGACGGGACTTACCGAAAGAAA                 | AmyEDn-Fw   |
| BW52    | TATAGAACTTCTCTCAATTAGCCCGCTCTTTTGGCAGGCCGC       | AmyEDn-Rv   |
| BW53    | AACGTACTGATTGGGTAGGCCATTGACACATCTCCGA            | AmyE-Fw     |
| BW54    | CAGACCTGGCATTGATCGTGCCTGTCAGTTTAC                | AmyE-Rv     |
| BW60    | CCTAGGAATCTCCTTTCTAGATG                          | pHJS103-Fw  |
| BW61    | AAAATGTCCAGACTTCGGA                              | pHJS103-Rv  |
| BW131   | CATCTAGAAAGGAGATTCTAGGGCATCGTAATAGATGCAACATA     | Scr-Fw      |
| BW132   | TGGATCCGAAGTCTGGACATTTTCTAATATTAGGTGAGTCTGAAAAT  | Scr-Rv      |
| TerS385 | CCCGAGGTGCGGACGGGCGCCATGA                        | AmyE-Ex-Fw  |
| TerS386 | GGCTCAGCGGGATCAGGCGCTGCGCAA                      | AmyE-Ex-Rv  |

**Fig. S1.**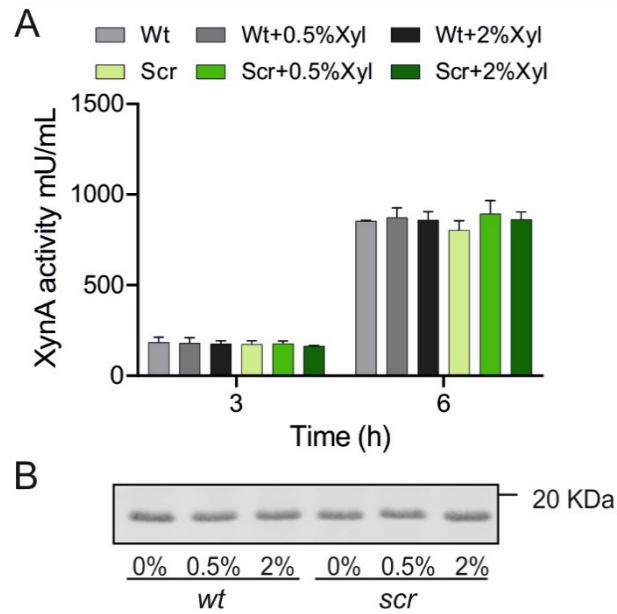**Fig. S1. XynA production profile in an *scr* overexpressing strain**

(A) XynA enzyme activity in the supernatant of BWB09/pCS58 (*wt*) and *scr* overexpressing strain SGB01/pCS58 (*Scr*) at 3 h and 6 h growth in LB supplemented with 0 %, 0.5 % and 2 % xylose. (B) Coomassie-stained gel shows XynA band precipitated from 6 h supernatant samples. Samples were normalized by cell density. Three independent replicates were performed to confirm the reproducibility of results.

**Fig. S2.**

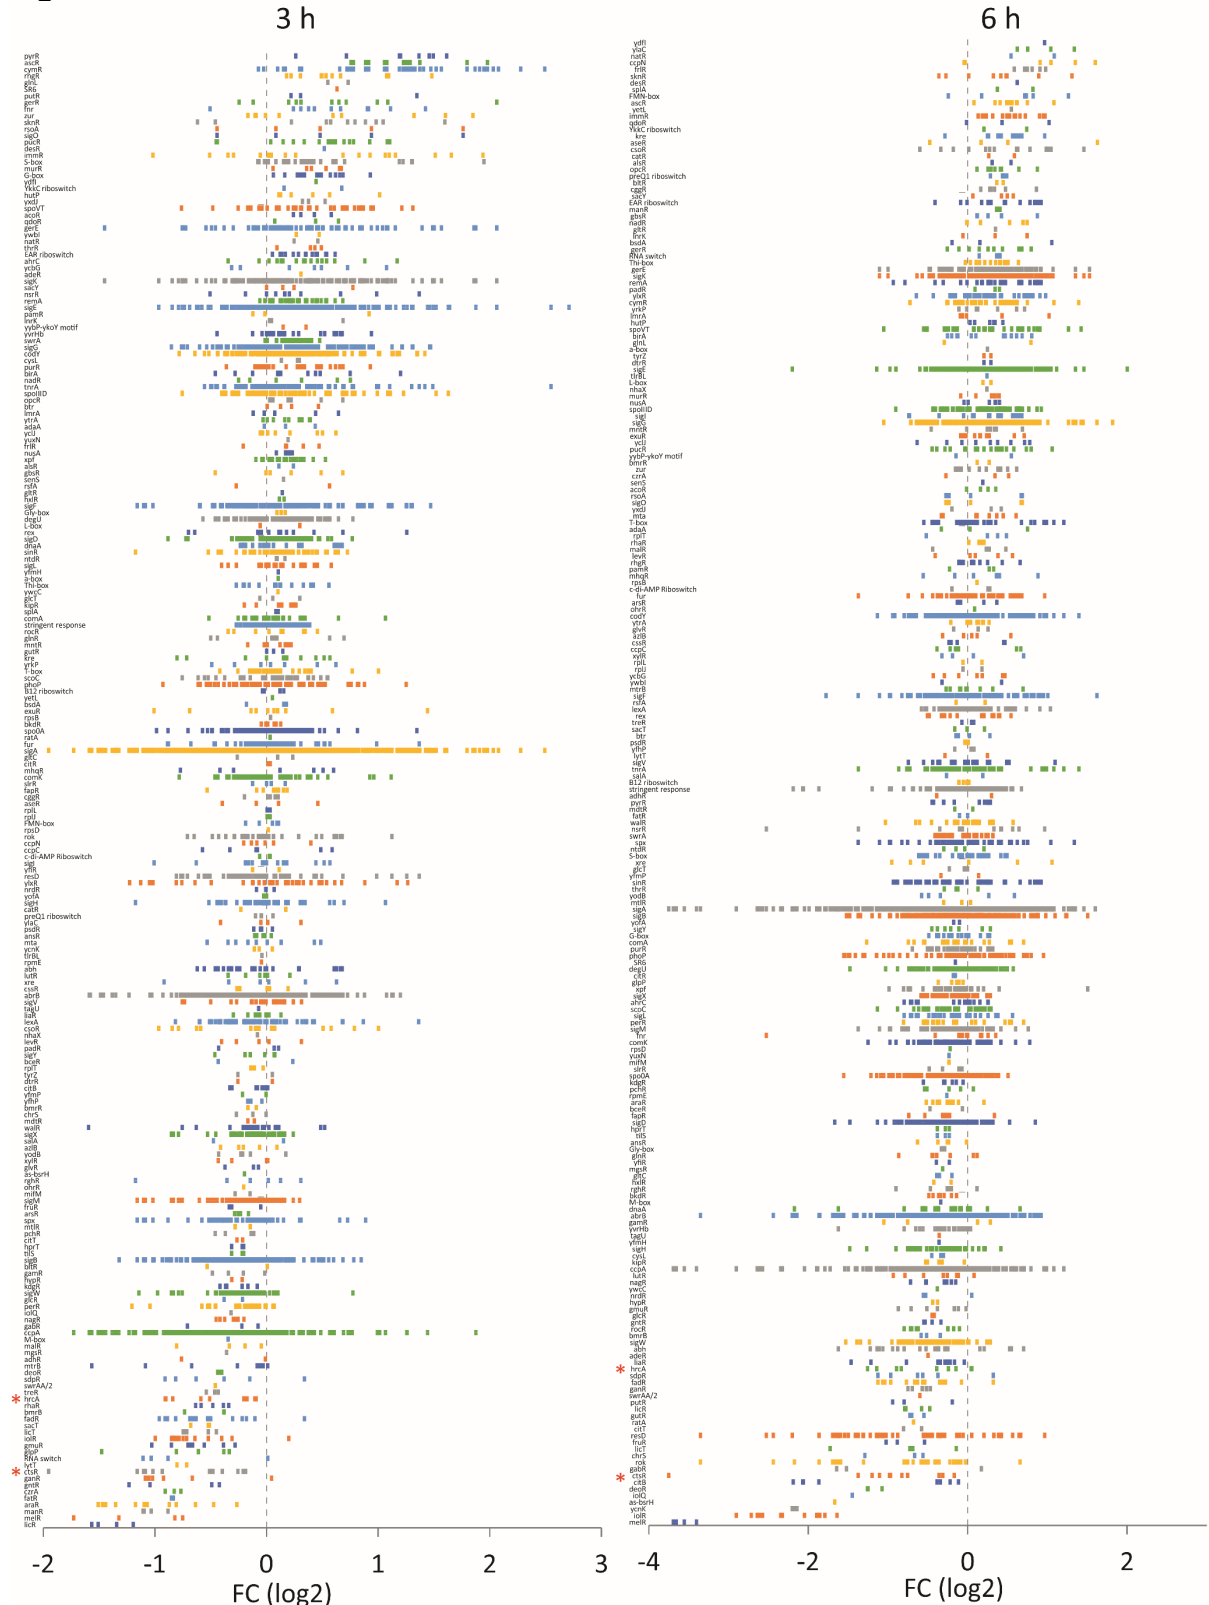

**Fig. S2. Regulon fold-change spread plot of the 3 h and 6 h samples**

Log<sub>2</sub> fold-change values (FC) of regulon genes were plotted along the X-axis. Regulons were sorted according to the average of the fold-change of all genes in a regulon. The CtsR and HrcA regulons are marked with red asterisks.

**Fig. S3.**

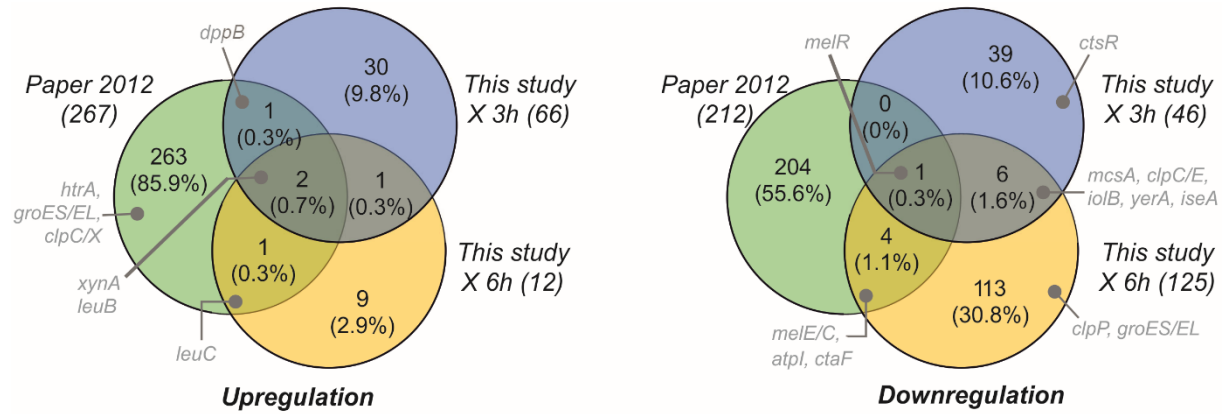

**Fig. S3. Comparison of our data with a previous XynA transcriptome study**

A significance threshold of  $\geq 2$  fold change with p-value  $< 0.05$  was used to compare our data with a previous XynA transcriptome study [1].

## References

1. Marciniak BC, Trip H, van-der Veek PJ, Kuipers OP. Comparative transcriptional analysis of *Bacillus subtilis* cells overproducing either secreted proteins, lipoproteins or membrane proteins. *Microbial Cell Factories*. 2012;11:66.
2. Schäfer A-B, Steenhuis M, Jim KK, Neef J, O'Keefe S, Whitehead RC, et al. Dual Action of Eeyarestatin 24 on Sec-Dependent Protein Secretion and Bacterial DNA. *ACS Infect Dis*. American Chemical Society; 2023;9:253–69.
3. Koo B-M, Kritikos G, Farelli JD, Todor H, Tong K, Kimsey H, et al. Construction and analysis of two genome-scale deletion libraries for *Bacillus subtilis*. *Cell systems*. Elsevier; 2017;4:291–305.
4. Müller A, Wenzel M, Strahl H, Grein F, Saaki TNV V, Kohl B, et al. Daptomycin inhibits cell envelope synthesis by interfering with fluid membrane microdomains. *Proceedings of the National Academy of Sciences of the United States of America*. National Acad Sciences; 2016;113:E7077–86.

How the deposited data were processed for this re-analysis (not part of the article)

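RNA was measured in 8 libraries of *Bacillus subtilis*, 2 replicates (i and ii) of the XynA producer (Xyn) and 2 of the strain with the plasmid without xynA (Emp) at each of 2 times, 3 h and 6 h. Each library was assigned to its strain, time and replicate from its deposited title and file. The count column of Xyn3h replicate ii carries a heading of another form than those of the other 7 libraries. Its assignment rests on the title and on the signal values that the authors deposited under that name, which its counts match after scaling. The table columns of samples that were not used numbered 0, and every line of the files belongs to a gene.

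The authors trimmed and filtered the reads with Trimmomatic, aligned them with Bowtie2 and counted them per gene with featureCounts on the Galaxy platform, and they deposited the resulting count of each of 4421 genes without normalization. The versions of these tools are not stated. The strand setting of the counting is not stated either, so the counts of overlapping and antisense genes are uncertain. The accession that the methods give for the reference is not that of *B. subtilis*, but the gene names in the files are *B. subtilis* locus tags, and 4416 of the 4421 were found in a *B. subtilis* reference annotation. These genes comprise 4243 protein-coding genes, 86 tRNA genes, 30 rRNA genes and 62 other RNA genes. The authors also deposited a table of signal values, which are the counts divided by a DESeq2 size factor per library; the deposited counts divided by the size factors gave the same values within 4.73e-05. For each time the authors deposited the log2 fold change of Xyn over Emp from DESeq2, whose version and design they do not state. The standard error deposited with each of these log2 fold changes, in the same log2 unit, is the authors' DESeq2 estimate. It is not the standard error printed with the log2 fold changes of single genes here, which comes from edgeR's fit. For clpE at 3 h the deposited standard error is 0.55 and the printed one 0.67. The p-value and q-value columns hold the authors' unadjusted Wald p and the adjusted p from DESeq2 as deposited, the latter empty for 14 genes at 3 h and 954 at 6 h.

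The analysis given here started from the deposited counts. In R 4.3.3, edgeR 4.0.16 was used with the 4 groups as a model without further terms, TMM factors and edgeR's filter on low counts at its default settings (minimum count 10, minimum total count 15). The filter kept 4246 genes and left out 175, of which 14 had no count in any library. Xyn was compared with Emp at each time, and the difference between the times was tested as an interaction, with quasi-likelihood F tests and Benjamini-Hochberg adjustment over all genes tested. The printed standard error of a gene's log2 fold change is its absolute log2 fold change divided by the square root of its quasi-likelihood F. The bars in the plot of the CtsR genes are these standard errors. The common dispersion was 0.0817, with 5.68 prior and 4 residual degrees of freedom. Log2 CPM used a prior count of 2. Means and standard deviations are those of CPM on TMM-scaled library sizes in the 2 libraries of a group. A gene is called separated when both Xyn libraries lie on the same side of both Emp libraries. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 5 set tests. The principal components were computed over the 500 genes of highest variance.

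The genes given by name are those that the text of the paper names for its conclusions. The 12 genes of the CtsR regulon and the 4 HrcA-controlled genes come from the text, and the 9 genes of the HrcA operons were chosen because their mean in the authors' deposited table matches the size of the mean in Table S2 at 3 h (-0.48 over 9 genes). At 6 h Table S2 averages only the 7 of them that are lower (-0.70 in the authors' deposited table), whereas the 6 h mean given here is over all 9. The remaining lists are groups of genes from Tables 1 and 2. The functional categories and regulons in full, such as the Sigma-B regulon, were left out because no list of them was at hand. Values of the authors' deposited table are given as such.

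The libraries held between 2128508 and 4139086 counts. A count of 0 is compatible with up to 3 counts. The precision was tested on simulated counts with the means and spread of these libraries, in which 200 genes were changed. With so many genes changed alike, the adjusted threshold is easier to pass than where few genes change. At 3 h, edgeR gave 70.5% of genes changed 2-fold an unadjusted p under 0.05, and at 6 h 72.5%. Of genes changed 8-fold it gave 99% an adjusted p under 0.05 at both times. DESeq2 gave an adjusted p under 0.05 to 25.5% of genes changed 2-fold at 3 h and to 21.5% at 6 h. False adjusted calls of edgeR numbered 0 to 13 in a run and those of DESeq2 8 to 22.

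The alternatives tried were DESeq2 1.42.0 with and without shrunken fold changes, median-ratio size factors in edgeR, no filter on low counts (4407 genes tested), protein-coding genes only (4106 tested), only the 4 libraries of the time compared, the replicate number as a block, each library left out in turn, and total counts as library sizes. For the gene sets, fry, camera with estimated correlation, the median, the CtsR regulon without clpE and the 9 HrcA genes were also tried, and for the principal components all genes tested and DESeq2's rlog values. A group left with 1 library takes its spread from the other groups. Other measurements of the paper, such as enzyme activity, were not analysed here.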

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

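All tests in this part were chosen after the result was seen. They concern reads on the 2 genes that the strains lack, which the paper does not report on.

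Reads on xynA were found in the empty-plasmid libraries. All 4 Emp libraries had such reads (1, 4, 7 and 2 counts), and the highest count was 7, in Emp6h replicate i. In 2 of the 4 the count was above 3, the limit set for reporting it. Set against the counts in Xyn, the Emp counts were 171 per 1e+06 at 6 h and 191 per 1e+06 at 3 h (9 of 52760 and 5 of 26157, exact binomial test of equal shares p = 0.785). That test covers counting error only, and with 14 counts in all it would miss all but large differences. Index misassignment or another carry-over from the Xyn libraries and other sources of these reads cannot be told apart here. No biological explanation was tested.

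Reads on amyE were found in 8 of 8 libraries, between 7 and 35 counts, with the highest count in Xyn6h replicate ii. No library of this series comes from a strain with an intact amyE, so a carry-over within the series has no known source. Reads from a part of amyE left in the chromosome or carry-over from other libraries of a run cannot be told apart, because the extent of the deletion was not determined (no genome sequence was used to place the flanking primers of Table S4) and the other libraries are not known. No biological explanation was tested.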

How the results depend on the processing

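The alternative of total counts as library sizes and the regrouping of the libraries were chosen after the data were seen. The 9 HrcA genes were picked on their mean in the authors' deposited table. All other alternatives were set before the data were examined. Among 14 main results under 234 alternatives, 182 values kept their direction and side of the threshold or stayed within the spread, 8 were no longer past the threshold, 2 came past it, 3 changed direction and 39 moved further. Among 11 list means under 175 alternatives, 164 stayed, 2 changed direction and 9 moved. Among 66 results of single genes under 1044 alternatives, 994 stayed, 25 came past the threshold and 25 changed direction. Of these 25 changes of direction, 23 came from leaving out a library. For the changes named here, beyond those tied to a tested cause, the cause was not tested.

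Between tools, the number of genes with an adjusted p under 0.05 at 6 h was 72 with DESeq2's Wald test and 80 with its shrunken fold changes, against 1 by edgeR. With only the 4 libraries of that time it was 2 (xynA and clpE). In that setting the number with an unadjusted p under 0.05 at 3 h was 188, and at both times 50. With total counts as library sizes these were 177 and 46. At 6 h, ysxC was 0.031 and dnaJ 0.0033 in that setting, which relative to the median of all genes (0.14) is -0.11 and -0.14. PC1 over all genes tested held 83.5% of the variance.

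The set calls at 3 h and 6 h, with means of -0.79 and -1.02 for CtsR and -0.62 and -0.88 for HrcA, were not past the threshold by fry or with the estimated correlation.

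The samples carry replicate numbers i and ii, and whether these pair the cultures is not stated. Across genes, the deviations of replicate i from ii correlated between groups with r of 0.29 (Emp3h and Xyn3h), 0.094 (Emp3h and Emp6h), 0.064 (Emp3h and Xyn6h), 0.44 (Xyn3h and Emp6h), 0.38 (Xyn3h and Xyn6h) and 0.62 (Emp6h and Xyn6h), so libraries of the same number deviate together in some pairs of groups, most at 6 h, and not in all. With the replicate block, 175 genes had an unadjusted p under 0.05 at 3 h and 342 at 6 h, 34 at both times, and 16 an adjusted p under 0.05 at 6 h, 9 of them genes of Table 2. In the mean of the CtsR regulon, replicate ii lay above i in both strains, by 0.69 in Emp and 0.53 in Xyn at 3 h and by 0.60 and 0.25 at 6 h. The CtsR means were -0.78 at 3 h and -0.99 at 6 h. Within the libraries of a time, grouping by replicate number gave 291 genes at 3 h and 421 at 6 h, more than the 188 and 264 of the real grouping, and the crossed grouping gave 55 and 21. So 2 of the 3 groupings, the real one and that by replicate number, reached the real count at each time. As 3 groupings are too few for a test, and 1 of them follows the replicate number, they leave open whether chance alone gives as many calls.

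With each library left out in turn, a group of 1 library is assumed to vary like the others. Without an Emp6h library this understates the spread, since the Emp6h replicates lay furthest apart, with 349 genes more than 4-fold apart. Calls without one of them may thus be too many. The number of genes with an unadjusted p under 0.05 lay between 61 (without Xyn3h replicate i) and 219 (without Emp3h replicate i) at 3 h and between 114 (without Xyn6h replicate i) and 1186 (without Emp6h replicate i) at 6 h. The number with an adjusted p under 0.05 by edgeR was 1 to 2 at 3 h (the second gene being sat, without Xyn3h replicate ii) and 1 to 66 at 6 h, with 66 without Emp6h replicate ii and 24 without Emp6h replicate i. Genes changed at least 2-fold at 3 h numbered 42 (without Xyn3h replicate i) to 152 (without Emp3h replicate i), and genes changed at least 3-fold at 6 h 48 (without Xyn6h replicate i) to 329 (without Emp6h replicate i). Genes at both times numbered 8 (without Xyn6h replicate i) to 73 (without Emp6h replicate i), and genes whose effect differs between the times 0 to 15 (without Emp6h replicate ii). The difference of the CtsR regulon between the times lay between -0.51 (without Emp6h replicate i) and 0.25 (without Xyn3h replicate ii) and came past camera's threshold without Xyn3h replicate i (-0.38) and Emp3h replicate ii (-0.45). The share of variance on PC1 lay between 92.8% and 94.7%.

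Ranges that cross 0 when a library is left out were found at 3 h for amyE (-0.53 to 0.14), clpX (-0.36 to 0.045), htrA (-0.10 to 0.24), htrB (-0.052 to 0.16) and ffh (-0.10 to 0.30). At 6 h they were found for amyE (-0.32 to 1.65), clpX (-0.69 to 0.21), lonA (-0.57 to 0.0022), ysxC (-0.40 to 0.046), trxA (-0.68 to 0.044), dnaJ (-0.56 to 0.16), ffh (-0.61 to 0.049) and the mean of the CcpA genes (-0.56 to 0.0097). At 6 h the upper ends for lonA, trxA, dnaJ, ffh, clpX, ysxC and the CcpA genes are without Emp6h replicate ii, where the median of all genes is 0.078. Relative to it, lonA (-0.076), trxA (-0.034), ysxC (-0.032), ffh (-0.029) and the CcpA genes (-0.068) stay below 0, and dnaJ (0.079) and clpX (0.13) do not. The mean of the spoIIIA operon at 3 h lay between -0.28 (without Xyn3h replicate i) and 2.51 (without Emp3h replicate i). Its genes rest on few counts and lay between -1.51 and 2.24 (spoIIIAA), -2.21 and 4.29 (spoIIIAC), -0.053 and 1.82 (spoIIIAD), -0.59 and 2.38 (spoIIIAE), -0.053 and 2.29 (spoIIIAF) and -0.27 and 2.28 (spoIIIAH).

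The scaling of the 6 h libraries depends on the reference that TMM picks. The median of all genes at 6 h rose by 0.13 with no filter on low counts and by 0.13 without any one 3 h library, where the reference is Emp6h replicate i and the factor of Emp6h replicate ii lies between 0.882 and 0.898. It rose by 0.12 without Emp6h replicate ii and fell by 0.17 without Emp6h replicate i. At 3 h it rose by 0.10 without Emp3h replicate i. With 2 libraries per group, depth and replication limit adjusted calls to changes well above 2-fold. The absence of a call thus says little about smaller changes. Larger changes were also left uncalled by edgeR at 6 h, such as clpE (log2 fold change -3.88) and melR (-3.12). Both had an adjusted p of 0.209 by edgeR's quasi-likelihood test. The 99% of simulated 8-fold changes that were called cannot be set against them. In the simulation 200 genes were changed alike, which makes the adjusted threshold easier to pass.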

Differences from the paper's values

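All tests in this part, apart from the alternatives set in advance, were chosen after the paper's values were known. The number of genes at an unadjusted p under 0.05, at either time and at both, and the mean of the CtsR regulon were within the limits of difference set for them, and so were 60 of 60 fold changes of single genes in Tables 1 and 2, 26 at 3 h and 34 at 6 h, each within 1 standard error on the log2 scale.

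Table 1 lists genes as changed at 3 h, and edgeR gave 63 of its 73 genes besides xynA an unadjusted p under 0.05. The 10 genes not under it were yxeO, yxeQ, sndA, cysC, yeeG, ywsB, gntR, ylbP, manR and katA. DESeq2 with either kind of fold change gave all 73 an unadjusted p under 0.05, and so called these 10. In edgeR, some of the 10 were under it in other settings: yxeQ, gntR and katA with median-ratio size factors, gntR and katA with no filter on low counts, katA with only the libraries of 3 h (where sndA and yeeG were not tested), and sndA, yeeG, ywsB, ylbP, manR and katA with the replicate number as a block. With a library left out, these were gntR, ylbP, manR and katA (without Emp3h replicate i), gntR (without Xyn3h replicate i), all but gntR and katA (without Xyn3h replicate ii), sndA, ywsB, gntR and katA (without Emp6h replicate i), and sndA, ywsB and katA (without Emp6h replicate ii). With total counts as library sizes, chosen after seeing the values, ywsB and katA were under it, and 13 of the 73 genes were not. With protein-coding genes only, and without Emp3h replicate ii, Xyn6h replicate i or Xyn6h replicate ii, none of the 10 was under it.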

Other observations

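The thinning of the 6 h libraries was planned before its result was seen. So were the alternatives used in this part, apart from total counts as library sizes. All other tests in this part were chosen after the result was seen.

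More genes were lower than higher in Xyn at 6 h by edgeR with TMM factors. With total counts as library sizes, 199 were higher and 181 lower, so the excess depends on the scaling. That setting moves the 6 h changes upward together (the median of all genes from -0.042 to 0.14), so it does not show which scaling is right, and with median-ratio size factors 31 were higher and 226 lower. The higher share was 31.4% with no filter on low counts and 62.9% without Emp6h replicate ii, against 12.4% with all libraries and the filter. A true fall of many genes in Xyn at 6 h and an effect of the scaling cannot be told apart, because no external standard that could fix the scale was used here.

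The higher sulfur genes in Xyn at 3 h may come from one library. Without Xyn3h replicate i the mean log2 fold change was 0.15. The larger size of that library is argued against, since its log2 size ratio to the smallest 3 h library is 0.35, far less than the mean change of 1.92 even if sizes were not scaled. The count column of Xyn3h replicate ii carries a heading of another form than those of the other 7 libraries. Its xynA counts (12109) are those of a Xyn library, and its PC1 score over all genes (-73.9) has the sign of the 3 h libraries, but that it is the culture its title names was not tested. What set Xyn3h replicate i apart, in its medium, its sampling or its strain, was not tested, and an effect of xylanase that shows in only 1 of 2 cultures stays open.

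At 6 h, Emp6h replicate i stood apart in several operons of Table 2. Without it, the mean was -0.60 in the copper genes and -0.58 in the subtilosin genes, so most of these falls may come from that one culture. In the respiration and heme genes -1.08 was left, close to the mark of 0.5 of the change, and a fall in Xyn and a rise in that one culture cannot be told apart with 2 libraries. No biological explanation beyond the strain was tested.

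Many short stable RNAs were lower in Xyn at 6 h, as scr was. Over all 75 others tested the median log2 fold change was -0.49 (SD 1.20), 56 of 75 lower, and 4 of them, with at most 10 counts in a library, had a larger fitted fall than scr. In the 12 of them with a mean count of at least 20, a limit chosen after the values were seen, the median was -0.61 (SD 0.353), 12 of 12 lower (11 with total counts as library sizes), with the lowest at -1.55 (rrnD-5S) and the highest at -0.22. A common fall of short RNAs may thus account for a part of the fall of scr. The difference of scr from the median of these 12 was -1.41, beyond their SD, and 0 of them fell more than scr. For these 12 RNAs, the values argue against a common fall as the whole cause. All 75 together do not decide it, since their spread is wide and the larger falls rest on few counts. With total counts as library sizes scr was at -1.93, which argues against the scaling. A difference between the 2 Emp6h cultures, with 945 and 277 counts, stays open beside an effect of xylanase.

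The lower CtsR regulon in Xyn does not come from clpE alone, since at least 74.5% of the mean change was left without it at both times. The replicates lay 0.69 apart in Emp and 0.53 in Xyn at 3 h, and 0.60 and 0.25 at 6 h, in both strains with replicate ii above i. The 3 h spread is close to the mean change of -0.79. Whether the replicate numbers stand for shared conditions, which would take this spread out of the comparison, is not stated. Within the same number, Xyn differed from Emp by -0.71 (i) and -0.86 (ii) at 3 h, and by -0.81 and -1.17 at 6 h. If the numbers stand for shared conditions, these values argue against the replicate spread as the cause. If not, a difference between cultures and an effect of xylanase cannot be told apart at 3 h with 2 cultures per strain. Each Xyn library lay below each Emp library, and all 12 genes were lower at both times with all libraries in the fit. The exception was ysxC at 6 h, which was above 0, though not above the median of all genes, with total counts as library sizes.

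In Emp6h replicate ii, 195 genes had no count, against 35 to 45 in the other 6 h libraries, and 116 of them had a mean above 5 counts in the others. The smaller library size is argued against, since the others thinned to 2128508 counts in 20 draws had at most 64 genes at 0. A few genes taking most of the counts is argued against too, with 19.3% in the 10 highest genes against 20.0% to 26.1%. The 113 genes named spo, cot, ssp, ger or sps were lower in this library by a median difference of -1.37 (89 lower), against 0.27 over all genes, with medians of 3.88, 2.23, 3.84 and 3.35 log2 CPM in Emp6h replicates i and ii and Xyn6h replicates i and ii. A general shift toward the 3 h state is not seen, as its PC1 score over all genes was 67.7, against 67.0 to 68.5 in the other 6 h libraries and -73.9 to -58.9 at 3 h. An earlier stage of sporulation may explain the lower sporulation genes, but an earlier growth stage and other causes cannot be told apart, since PC1 and these genes point in different directions.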
